# Activation of the intrinsic fibroinflammatory program in adult pancreatic acinar cells triggered by Hippo signaling disruption

**DOI:** 10.1371/journal.pbio.3000418

**Published:** 2019-09-12

**Authors:** Jun Liu, Ming Gao, Michael Nipper, Janice Deng, Francis E. Sharkey, Randy L. Johnson, Howard C. Crawford, Yidong Chen, Pei Wang

## Abstract

Damaged acinar cells play a passive role in activating pancreatic stellate cells (PSCs) via recruitment of immune cells that subsequently activate PSCs. However, whether acinar cells directly contribute to PSC activation is unknown. Here, we report that the Hippo pathway, a well-known regulator of proliferation, is essential for suppression of expression of inflammation and fibrosis-associated genes in adult pancreatic acinar cells. Hippo inactivation in acinar cells induced yes-associated protein 1 (YAP1)/transcriptional coactivator with PDZ binding motif (TAZ)-dependent, irreversible fibrosis and inflammation, which was initiated by Hippo-mediated acinar-stromal communications and ameliorated by blocking YAP1/TAZ target connective tissue growth factor (CTGF). Hippo disruption promotes acinar cells to secrete fibroinflammatory factors and induce stromal activation, which precedes acinar proliferation and metaplasia. We found that Hippo disruption did not induce cell-autonomous proliferation but primed acinar cells to exogenous pro-proliferative stimuli, implying a well-orchestrated scenario in which Hippo signaling acts as an intrinsic link to coordinate fibroinflammatory response and proliferation for maintenance of the tissue integrity. Our findings suggest that the fibroinflammatory program in pancreatic acinar cells is suppressed under normal physiological conditions. While transient activation of inflammatory gene expression during tissue injury may contribute to the control of damage and tissue repair, its persistent activation may result in tissue fibrosis and failure of regeneration.

## Abstract 2

The mechanisms by which epithelial cells orchestrate the intrinsic fibro-inflammatory response and cell proliferation during the repair of injured tissues remains unclear. A study of molecular and cellular changes in pancreatic acinar cells suggests that the Hippo pathway acts as an intrinsic link to coordinate fibro-inflammatory response and proliferation process in epithelial cells.

## Introduction

Tissue damage and repair is a complicated process involving interactions among epithelial, stromal, and immune cells, enabling well-coordinated inflammatory response to control damage and proliferation of epithelial cells to regenerate tissues. It is well established that the tightly controlled fibroinflammatory program in epithelial cells is transiently activated during organ damage to assist repair of injured tissues. However, the mechanisms by which epithelial cells orchestrate the intrinsic fibroinflammatory response and cell proliferation largely remain unclear. Deregulation of these processes contributes to persistent tissue damage and the development of fibrotic diseases.

As digestive enzyme production factories, when acinar cells are damaged, they may release enzymes that can cause severe detrimental effects in the abdominal cavity. It is plausible to speculate that acinar cells should have an intrinsic mechanism to quickly sense these changes and modulate their microenvironment to contain the damage and promote regeneration. Increasing numbers of studies have begun to investigate the active roles of acinar cells in regulating the inflammatory response [1,2,3]. Considering the fact that the Hippo pathway is regulated by soluble factors, cell-cell contact, and extracellular matrix (ECM) stiffness [4], it is tempting to speculate that acinar cells may utilize this pathway to sense these exogenous stimuli and actively translate them into signals to orchestrate the surrounding microenvironment.

The central kinases of the Hippo signaling pathway in mammals, large tumor suppressor 1 and 2 (LATS1/2), play important roles in inhibiting proliferation, promoting apoptosis, and inhibiting F-actin polymerization [5]. LATS1/2 directly phosphorylate downstream effectors yes-associated protein 1 (YAP1) or transcriptional coactivator with PDZ binding motif (TAZ) and restrict their activity via both cytoplasmic retention and ubiquitin-proteasome-mediated degradation. Once LATS1/2 are inactivated, unphosphorylated YAP1/TAZ translocate to the nucleus to initiate the transcription of many genes, including pro-proliferative and anti-apoptotic genes [6]. The Hippo pathway is frequently inactivated during acute tissue damage as well as in a broad range of fibrotic diseases, which has generally been believed to support tissue repair via promoting cell-autonomous proliferation through YAP1/TAZ. However, recent studies suggest that functions of the Hippo pathway are more diverse than expected. Enforced expression of constitutively activated mutants of YAP1/TAZ in cancer cells frequently induces expression of inflammatory cytokines, raising the possibility that the Hippo pathway might be a key player to link epithelial fibroinflammatory response and proliferation during tissue repair. However, whether the Hippo pathway is a physiological repressor for the intrinsic fibroinflammatory program in epithelia cells remains an unanswered question.

Recent clinical data support the existence of a continuum between recurrent acute pancreatitis (AP) and chronic pancreatitis (CP) [7]. CP is caused by a persistent inflammatory response that eventually leads to fibrosis and pancreatic failure. Currently, there are no specific treatments or prevention strategies for this disease [8]. Although premature intra-acinar trypsinogen activation has been considered a major pathogenic factor contributing to AP [9], the mechanisms driving pancreatic fibrosis—the characteristic feature of CP—during the progression from AP to CP remain unclear[10]. The fact that the nuclear expression of YAP1 and TAZ has been found in human pancreatic cancer and pancreatitis samples [11,12] strongly suggests that the Hippo pathway may play important roles in the pathogenesis of pancreatic disease.

Extensive evidence suggests that stromal cell activation state plays a central role in determining the outcome of tissue repair [13]. Although a number of studies have shown a passive role of damaged acinar cells in activating pancreatic stellate cells (PSCs) via recruitment of immune cells, the possibility that acinar cells may actively modulate the microenvironment to support sustained PSC activation has not been well studied [14,1]. Indeed, several key PSC activators such as transforming growth factor, beta (TGFβ) and connective tissue growth factor (CTGF) are up-regulated in acinar cells adjacent to the areas of fibrosis in pancreata of CP patients [15,16]. Therefore, it is important to understand the mechanisms mediating acinar-cell–PSC communication and to investigate their contribution to the pathogenesis of CP.

In this study, we used the Ptf1a^Cre-ER^/LoxP system in mouse pancreas and found that mice with acinar-specific deletion of Lats1/2 developed strong inflammation and surprisingly rapid and severe fibrosis in a YAP1/TAZ-dependent manner. We demonstrated that Hippo disruption induces expression of inflammation and fibrosis-associated genes in acinar cells, which directly contributes to stromal activation. In contrast to previous studies that focused on YAP1/TAZ-mediated cell proliferation and differentiation, we found that acinar fibroinflammatory activation occurs before YAP1/TAZ-driven cell proliferation. Our results grant new perspective of the physiological functions of the Hippo pathway and add an additional layer of complexity to the current model for the roles of Hippo signaling in tissue regeneration. We further identified a number of up-regulated pro-inflammatory and profibrotic genes in Lats1/2-deficient acinar cells, suggesting that these identified genes might be targets of YAP1/TAZ. Our data suggest that the Hippo pathway, in addition to its well-known function to control cell proliferation, plays an essential role in the inhibition of fibroinflammatory response in epithelial cells.

## Results

### The intact epithelial Hippo pathway is essential to suppress fibroinflammatory response in the adult pancreas

To investigate the roles of LATS1/2 in the pancreas, we genetically ablated *Lats1* and *2* genes specifically in pancreatic acinar cells at the adult stage. Through multiple steps of breeding (S1A Fig), we generated *Lats1* and *2* double knockout mice (PL: *Ptf1a*^*CreER*^*Lats1*^*fl/fl*^*Lats2*^*fl/fl*^*Rosa26*^*LSL-YFP*^), *Lats1* and *Lats2* single knockout mice (PL1KO: *Ptf1a*^*CreER*^*Lats1*^*fl/fl*^*Lats2*^*fl/+*^*Rosa26*^*LSL-YFP*^; PL2KO: *Ptf1a*^*CreER*^*Lats1*^*fl/+*^*Lats2*^*fl/fl*^*Rosa26*^*LSL-YFP*^), and flox-alleles–alone mice (Lats1/2: *Ptf1a*^*+/+*^*Lats1*^*fl/fl*^*Lats2*^*fl/fl*^*Rosa26*^*LSL-YFP*^). We used Cre alone (P: *Ptf1a*^*CreER*^*Rosa26*^*LSL-YFP*^) mice as controls. We administered 180 mg/kg/d of tamoxifen (TAM) to 6- to 12-week-old mice via intraperitoneal (i.p.) injection for 5 consecutive days. We found that PL mice became lethargic and started losing weight by 7 days after the last TAM injection (S1B Fig). At day 10, PL mice had a weight loss of 19.2%. We found a significant reduction of blood glucose levels in PL mice, suggesting a starvation phenotype (S1C Fig). We observed a continuous loss of acinar tissue and replacement by fibrous tissue over 14 days (S1D Fig).

Histologically, PL mice exhibited severe damage in the pancreas, including acinar cell atrophy, inflammatory cell infiltration, and acinar-to-ductal metaplasia (ADM) at Day 5 after the last injection of TAM (Fig 1A). No such defects were observed in the pancreata of control groups (Fig 1A). Successful *Lats1/2* deletions in the pancreas were determined by PCR analysis (S2A Fig) and western blot (Fig 1B). The protein levels of downstream effectors YAP1/TAZ were increased dramatically in PL mice, while phospho-YAP1 levels were lower in PL mice (Fig 1B). YAP1 and TAZ nuclear translocations were detected in PL mice by immunohistochemistry (IHC) staining (Fig 1C, S2B Fig), suggesting that loss of LATS1/2 in pancreatic acinar cells induced YAP1/TAZ activation, similarly to other tissues [17]. Compared to the control P mice, we detected an increased expression of ductal cell marker cytokeratin 19 (CK19) in PL mice (Fig 1D). Yellow fluorescent protein (YFP^+^)/CK19^+^ cells were only observed in PL mice, suggesting that acinar cells underwent ADM, a common hallmark of pancreatitis (Fig 1D, S3A Fig). The antigen identified by monoclonal antibody Ki 67 (Ki67) expression was found in YFP^+^/CK19^+^ cells, suggesting that proliferation was activated during ADM (S3B Fig). We found apoptotic cells in PL mice by staining of cleaved caspase-3 (S3C Fig). Consistent with hematoxylin–eosin (HE) staining, we identified infiltration of immune cells in PL mice by cluster of differentiation antigen 45 (CD45) staining (Fig 1E, S3A Fig). We detected strong staining of α-smooth muscle actin (αSMA) and significant deposition of collagen in PL pancreata (Fig 1F, S3A Fig), suggesting the occurrence of PSC activation and pancreatic fibrosis. Taken together, these results strongly suggest that the loss of LATS1/2 in pancreatic acinar cells rapidly leads to pancreatic fibrosis, a major clinical feature of CP.

**Fig 1:**
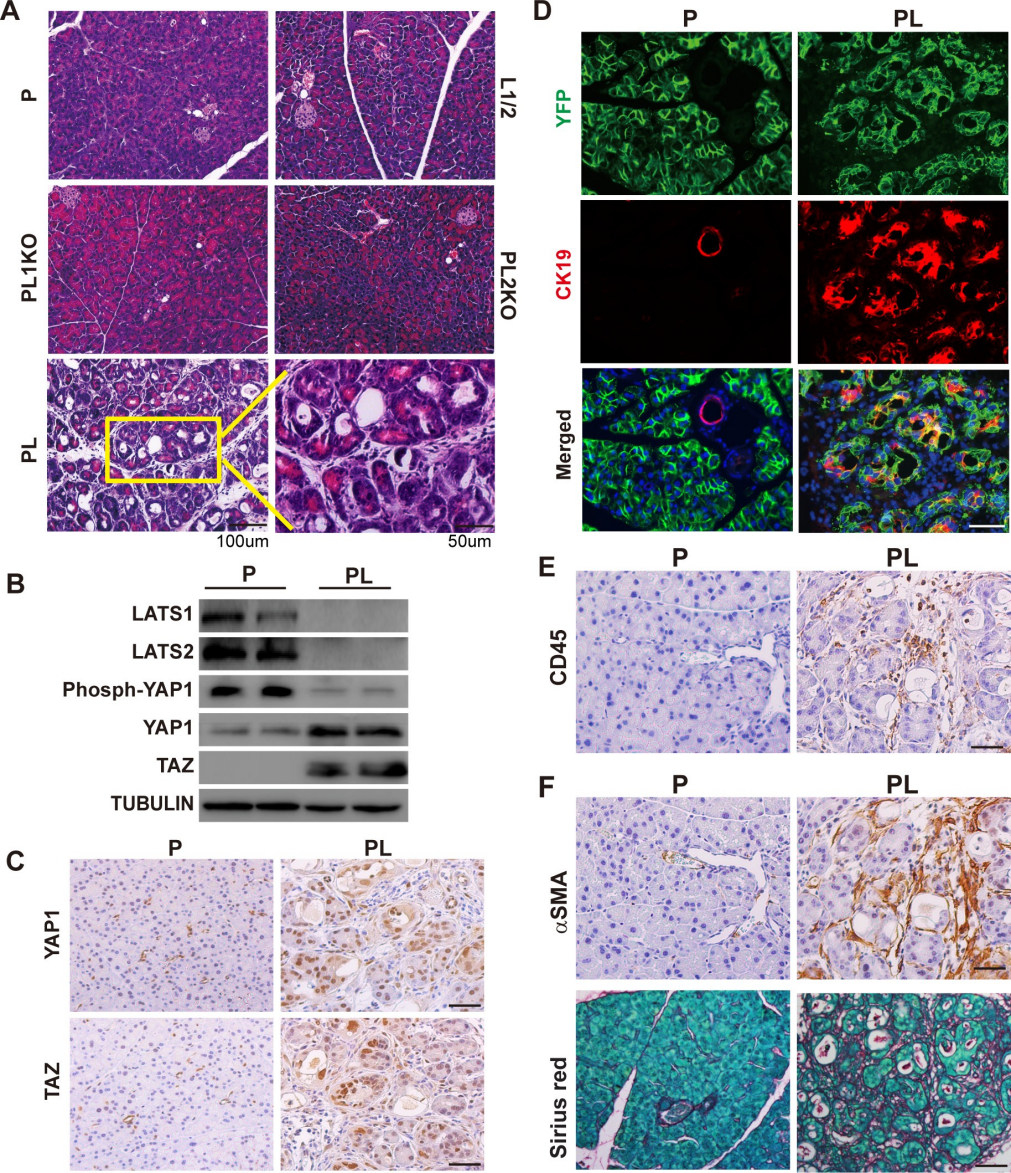
Acinar cell-specific *Lats1/2* deletions caused pancreatic inflammation and fibrosis in adult mice. P, PL, L1/2, PL1KO, and PL2KO mice were administrated with 180 mg/kg/d of TAM for 5 consecutive days via i.p., respectively (*n* = 6). Pancreata were collected at Day 5 after the final injection. (A) Histological morphology of P, L1/2, PL, PL1KO, and PL2KO mice. L1/2, PL1KO, and PL2KO mice were littermate controls. (B) Western blot showing the levels of LATS1, LATS2, phospho-YAP1, YAP1, and TAZ in P and PL mice. Tubulin was used as the internal control. (C) YAP1 and TAZ IHC staining in P and PL mice. (D) Immunofluorescence of YFP (Green) and CK19 (Red) in P and PL mice. Nuclei stained with DAPI (Blue). (E) P and PL pancreata stained with anti-CD45 antibody. (F) P and PL pancreata stained with anti-αSMA antibody, and Sirius Red, respectively. αSMA, α-smooth muscle actin; CD45, ; CK19, cytokeratin 19; IHC, immunohistochemistry; i.p., intraperitoneal; L1/2, ; LATS1, large tumor suppressor 1; P, control; PL, double knockout; PL1KO, *Lats1* knockout; PL2KO, *Lats2* knockout; TAM, tamoxifen; TAZ, transcriptional coactivator with PDZ binding motif; YAP1, yes-associated protein 1.

### *Hippo* disruption-induced pancreatic inflammation and fibrosis are YAP1/TAZ dependent

*Lats1/2* deletion in adult acinar cells dramatically up-regulated YAP1/TAZ in the pancreas and induced YAP1/TAZ nuclear translocation (Fig 1B and 1C, S2B Fig). Thus, we tested whether the inflammation and fibrosis in *Lats1/2* null pancreata were mediated by YAP1/TAZ. Loss of *YAP1/TAZ* in adult acinar cells (*Ptf1a*^*CreER*^*YAP1*^*fl/fl*^*TAZ*^*fl/fl*^, PTY) did not result in overt defect (S4A Fig). We then crossed PL mice with *Yap1*^*fl/fl*^*Taz*^*fl/fl*^ mice to generate *Ptf1a*^*CreER*^*Rosa26*^*LSL-YFP*^*Lats1*^*fl/fl*^*Lats2*^*fl/fl*^*Yap1*^*fl/fl*^*Taz*^*fl/fl*^ (PLTY) mice. The PLTY mice were administered with 180 mg/kg/d of TAM for 5 consecutive days to induce the quadruple deletions of *Lats1/2* and *YAP1/TAZ* genes in adult pancreatic acinar cells. P and PL mice were used as controls. All pancreata were harvested at Day 5 after the final injection of TAM (S4B Fig). The deletions of *Lats1*, *Lats2*, *Yap1*, and *Taz* were confirmed by western blot (Fig 2A, S4C Fig). HE staining revealed that ablation of *YAP1/TAZ* rescued the pancreatitis phenotype of PL mice (Fig 2B). PSC activation, immune cell infiltration, and ADM were remarkably reduced in PLTY mice when compared with PL mice (Fig 2C). These data strongly suggested that *Lats1/2*-deletion–induced inflammation and fibrosis depend on YAP1/TAZ.

**Fig 2:**
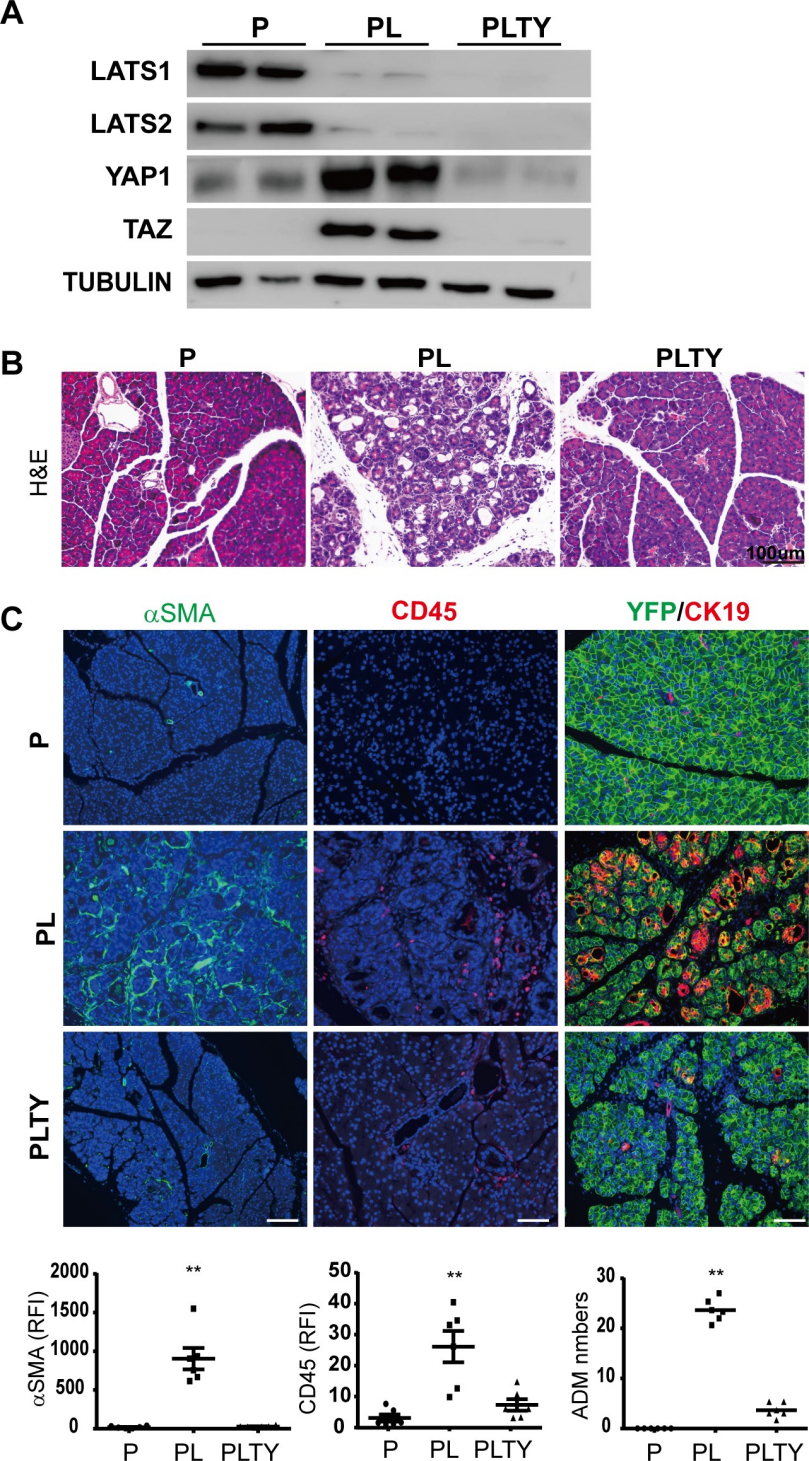
Loss of YAP1/TAZ in acinar cells rescues *Lats1/2*-deletion–induced pancreatic inflammation and fibrosis. P, PL, and PLTY mice were subjected to 180 mg/kg/d of TAM for 5 consecutive days via i.p. (*n* = 6). Pancreata were collected 5 days later. (A) Western blot of Lats1, Lats2, YAP1, and TAZ in P, PL, and PLTY mice. Tubulin was used as the internal control. (B) Histological examination by HE staining among P, PL, and PLTY groups. (C) Immunofluorescence staining of αSMA (Green), CD45 (Red), and ADM (Green + Red) among P, PL, and PLTY groups. Nuclei stained with DAPI (blue). Quantification of αSMA and CD45 immunostaining in P, PL, and PLTY mice showed 90.1% reduction of inflammation and 95.2% reduction of stromal reaction in PLTY mice compared with PL mice. ADM was quantified by counting YFP and CK19 double positive cell numbers. There was an 84.5% reduction of ADM in PLTY mice compared with PL mice (*n* = 6). **P < 0.01. Underlying numerical values can be found in S1 Data. αSMA, α-small muscle actin; ADM, acinar-to-ductal metaplasia; CD45, cluster of differentiation antigen 45; CK19, cytokeratin 19; HE, hemtoxylin–eosin; i.p., intraperitoneal; LATS1, large tumor suppressor 1; P, control; PL, double knockout; PLTY, quadruple deletions of Lats1/2 and YAP1/TAZ; TAM, tamoxifen; TAZ, transcriptional coactivator with PDZ binding motif; YAP1, yes-associated protein 1.

### *Hippo* disruption-induced pancreatic inflammation is not initiated by acinar cell death

Inflammation in the pancreas is frequently induced by acinar cell injury [18]. To test whether inflammation in PL mice was induced by autonomous acinar cell death following Lats1/2 deletions, we decided to knock out *Lats1/2* in a small portion of acinar cells in the adult pancreas. If the inflammation was induced by acinar cell death due to Lats1/2 knockout, injured *Lats1/2* null acinar cells would be rapidly removed by immune cells and the pancreas should recover with the remaining wild-type acinar cells. We gave the mice single injections of different doses of TAM. *Ptf1a*^*CreER*^ induced chromosome recombination in a TAM dose-dependent manner (S5A Fig). PCR assays confirmed the occurrence of Cre-mediated *Lats1/2* deletions even 4 days after a single dose of 45 mg/kg TAM injection (S5A Fig). Strikingly, all mice developed inflammation 3 weeks after TAM injection, and the severity of the inflammation was correlated with TAM dose (S5C Fig). Acinar cells can recover in cerulein-induced AP mice; however, the pancreatic lesions developed in single-dose TAM-injected PL mice did not recover over time. This long-lasting phenotype suggested that acinar damage was not the major mechanism to initiate inflammation in PL mice.

We further chose mice that received a single low-dose (45 mg/kg) TAM injection for time course analysis because they showed Cre-mediated recombination in a fraction of individual acinar cells (S5B Fig), as determined by YFP expression. We co-stained YFP with cleaved-caspase-3 in the pancreata of PL mice at 4, 8, and 12 days after a single TAM injection (45 mg/kg) (Fig 3A) to test whether these cells underwent apoptosis. The results showed no YFP+ cells that were co-stained with cleaved-caspase-3 (Fig 3B). IHC assay revealed YAP1 and TAZ nuclear translocation in the PL pancreas, supporting the successful deletion of *Lat1&2* (Fig 3C). We further confirmed that *Lats1/2* deletions were restricted to YFP-positive cells by PCR assays after sorting by flow cytometry (S5D Fig). Collectively, these data indicate that loss of *Lats1/2* did not directly cause adult acinar cellular apoptosis.

**Fig 3:**
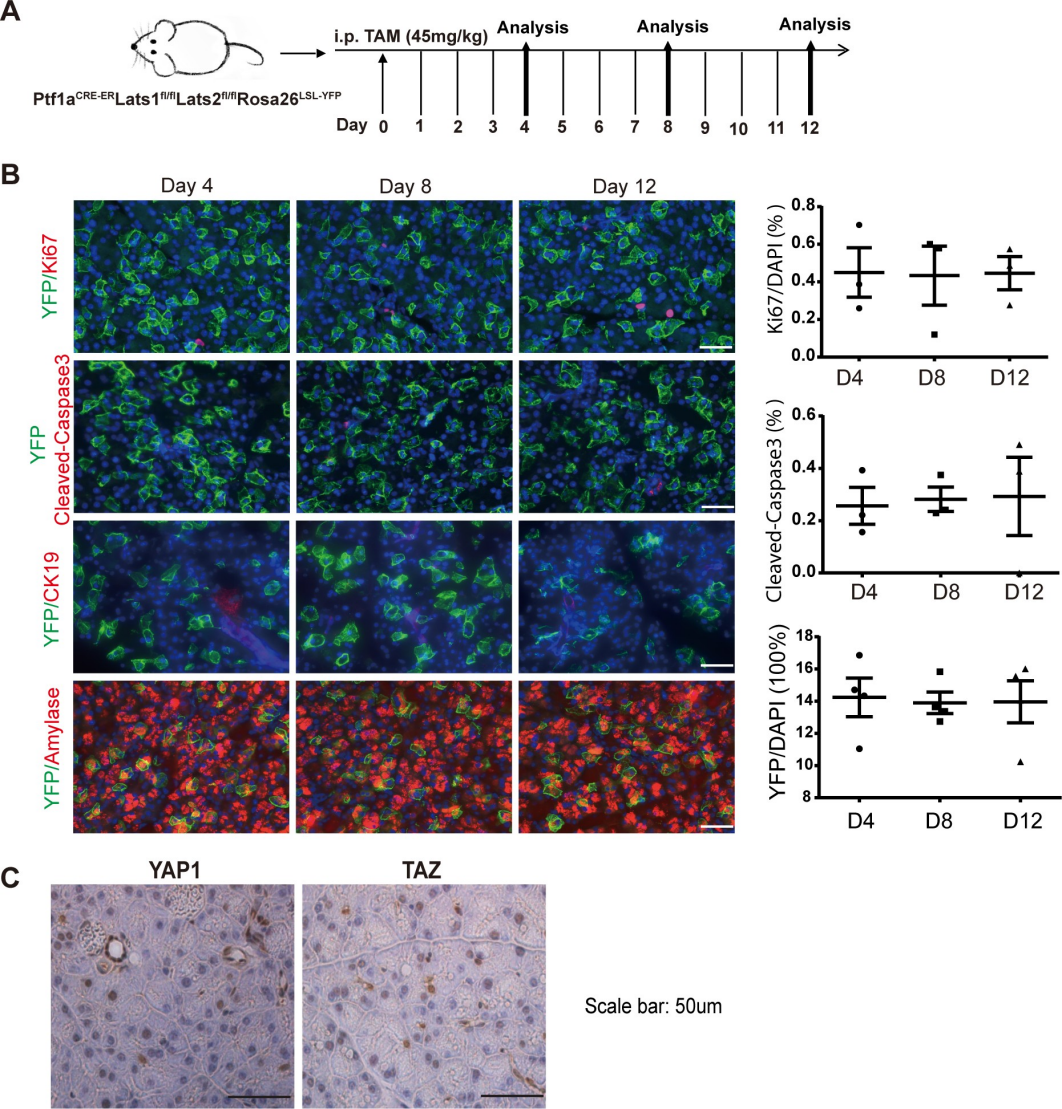
Loss of *Lats1/2* does not affect acinar cell proliferation, apoptosis, or ADM directly. (A) Schematic diagram of experimental design (*n* = 3). (B) PL mice were injected once with 45 mg/kg of TAM. Cell proliferation, apoptosis, and ADM were analyzed on Day 4, Day 8, and Day 12 by co-staining anti-YFP with anti-Ki67, anti-cleaved-caspase-3, anti-amylase, and anti-CK19 antibodies. Nuclei stained with DAPI (Blue). Percentages of Ki67, cleaved caspase-3 (*n* = 3), and YFP (*n* = 4) cells were quantified by IHC profiler score. Underlying numerical values can be found in S1 Data. (C) YAP1 and TAZ were detected by IHC in PL mice after injection with 45 mg/kg of TAM. ADM, acinar-to-ductal metaplasia; CK19, cytokeratin 19; IHC, immunohistochemistry; Ki67, antigen identified by monoclonal antibody Ki 67; LATS1, large tumor suppressor 1; P, control; PL, double knockout; TAM, tamoxifen; TAZ, transcriptional coactivator with PDZ binding motif; YAP1, yes-associated protein 1; YFP, yellow fluorescent protein.

### *Hippo* disruption does not directly induce autonomous proliferation in adult acinar cells

Because one of the best known functions of LATS1/2 is to control cellular proliferation and differentiation, we tested whether *Lats1/2* deletion induced ADM and proliferation of acinar cells. We did not observe YFP-positive cells expressing CK19 in the mice that received a single low-dose (45 mg/kg) TAM injection, indicating that no ADM occurred in *Lats1/2* null acinar cells (Fig 3B). We then examined Ki67 expression in these pancreata. No YFP^+^ cells expressed Ki67 at every time point. In addition, we quantified the number of YFP^+^ cells in these mice and found no significant differences during the 12-day period (Fig 3B). The different effects of low- and high-dose TAM suggested that Hippo disruption incudes ADM by non–cell-autonomous mechanisms. The smaller number of acinar cells with Hippo disruption induced by low-dose TAM require a longer time to create an ADM-prone microenvironment, while high-dose TAM induced Hippo disruption in a larger portion of acinar cells that can rapidly activate PSCs and immune cells to promote ADM.

To further confirm that Hippo disruption does not directly induce autonomous proliferation in adult acinar cells, we isolated acinar cells from PL mice that received 5 injections of TAM and cultured them in a collagen-based 3D model. *Lats1/2* deletions alone did not enhance the proliferation of acinar cells in 3D culture. However, in the presence of exogenous TGFα treatment, the most common method used to induce ADM in mouse acinar cells [19], the sizes of spheres formed by acinar cells with *Lats1/2* deletions were dramatically larger than those formed by the cells from control P mice (S5E Fig), suggesting that acinar cells with *Lats1/2* deletions did not induce autonomous cell proliferation but primed acinar cells to exogenous pro-proliferative stimuli from microenvironment to initiate cell proliferation.

### *Hippo* disruption in pancreatic acinar cells stimulates PSC activation

To achieve a longer and clearer time window to analyze the temporal sequences of alterations in PL mice, we gave the mice a single TAM injection (180 mg/kg) and analyzed the pancreata at Days 0, 5, 10, 15, and 20. The pancreata of PL mice almost disappeared by Day 20. At Day 15, the phenotype was similar to what we observed at Day 5 for mice with 5 injections of TAM (Fig 4A). CK19, αSMA, and CD45 staining by IHC in consecutive sections of PL mice was positive in all lesions at Day 15, indicating the presence of ADM, PSC activation, and immune cell infiltration (Fig 4B, S6A Fig). However, the small dispersed lesions at Day 10 in PL pancreata with YAP1/TAZ nuclear accumulation were surrounded by αSMA-positive stromal cells, implying that PSCs might be activated by the direct communication with *Lats1/2* null acinar cells (Fig 4C). Indeed, many of these lesions were not accompanied by CD45-positive cells (Fig 4D). This was further confirmed by co-staining αSMA with CD45 (S6B Fig), highlighting the fact that PSCs were activated before significant infiltration of immune cells. These lesions retained acinar morphology and were negative for CK19, suggesting that PSCs were activated in the absence of ADM (Fig 4E). Together, our data indicate that activation of PSCs was an early event in PL mice.

**Fig 4:**
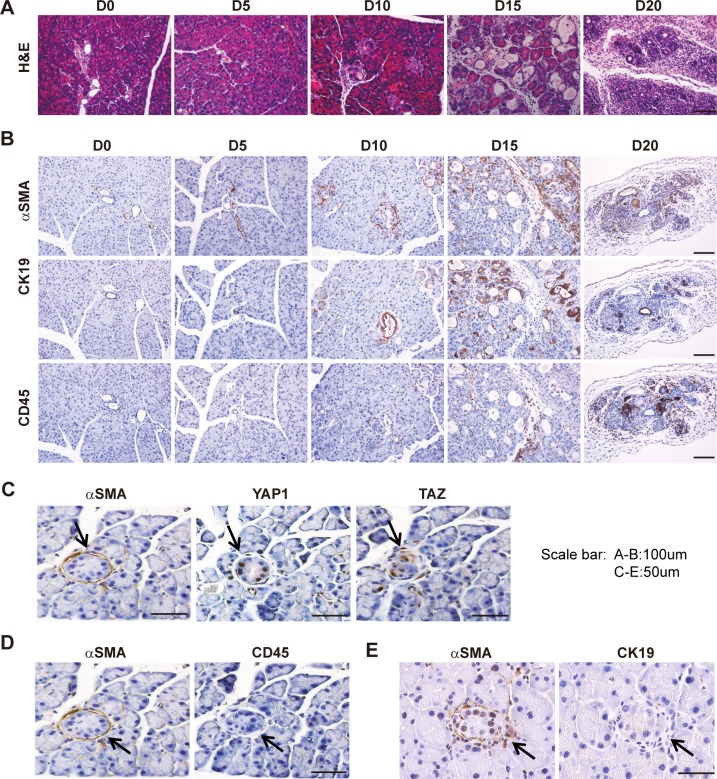
*Lats1/2* deletion in acinar cells results in PSC activation. PL mice were injected once with 180 mg/kg of TAM; pancreata were collected and embedded at Day 0, Day 5, Day 10, Day 15, and Day 20 after injection, respectively (*n* = 4–6). (A) Morphological changes over time (Day 0, Day 5, Day 10, Day 15, Day 20) were examined by HE staining. (B) Anti- αSMA, anti-CD45, and anti-CK19 antibodies were used to stain activated PSCs, immune cells, and ductal-like cells, respectively. (C) αSMA, YAP1, and TAZ IHC staining in consecutive sections at Day 10. (D) αSMA and CD45 IHC staining in consecutive sections at Day 10. (E) αSMA and CK19 IHC staining in consecutive sections at Day 10. αSMA, α-smooth muscle actin; CD45, cluster of differentiation antigen 45; CK19, cytokeratin 19; HE, hematoxylin–eosin; IHC, immunohistochemistry; LATS1, large tumor suppressor 1; PL, double knockout; PSC, pancreatic stellate cell; TAM, tamoxifen; TAZ, transcriptional coactivator with PDZ binding motif; YAP1, yes-associated protein 1.

#### Macrophages are polarized toward an M2 phenotype in the *Lats1/2* null pancreas

Immune cell infiltration increased dramatically in Day 4 PL pancreata after 5 doses of TAM injection (S7A Fig). Unlike the tissue damage-induced M1 polarization of macrophages in AP, alternatively activated macrophages (M2) are dominant in CP, and activated PSCs are important inducers of M2 polarization [20]. Thus, we examined which macrophages were present in PL mouse. F4/80 staining revealed an increased number of macrophages in the pancreata of PL mice (Fig 5A). We used flow cytometry to sort CD45+CD11b+F4/80+ macrophages from the pancreata of P and PL mice (S7B Fig) 4 days after final TAM injection to examine the expression of a panel of M1- and M2-accociated genes [21]. Compared with the control P mice, macrophages from PL mice displayed a dramatic up-regulation of M2 macrophage-associated gene *Ym1* (Fig 5B). Other M2 macrophage-associated cytokines and chemokines, including *Il10*, *Tgf-β1*, and *Ccl17*, also showed significant up-regulation (Fig 5B). M1 macrophage-associated genes such as *Tnf-α*, *Sosc1*, and *Nos2* showed no significant expression change (Fig 5C), and *Il-1β* was barely detectable by quantitative PCR (qPCR). These data revealed that macrophages were rapidly polarized toward an M2 phenotype upon YAP1/TAZ activation in adult acinar cells.

**Fig 5:**
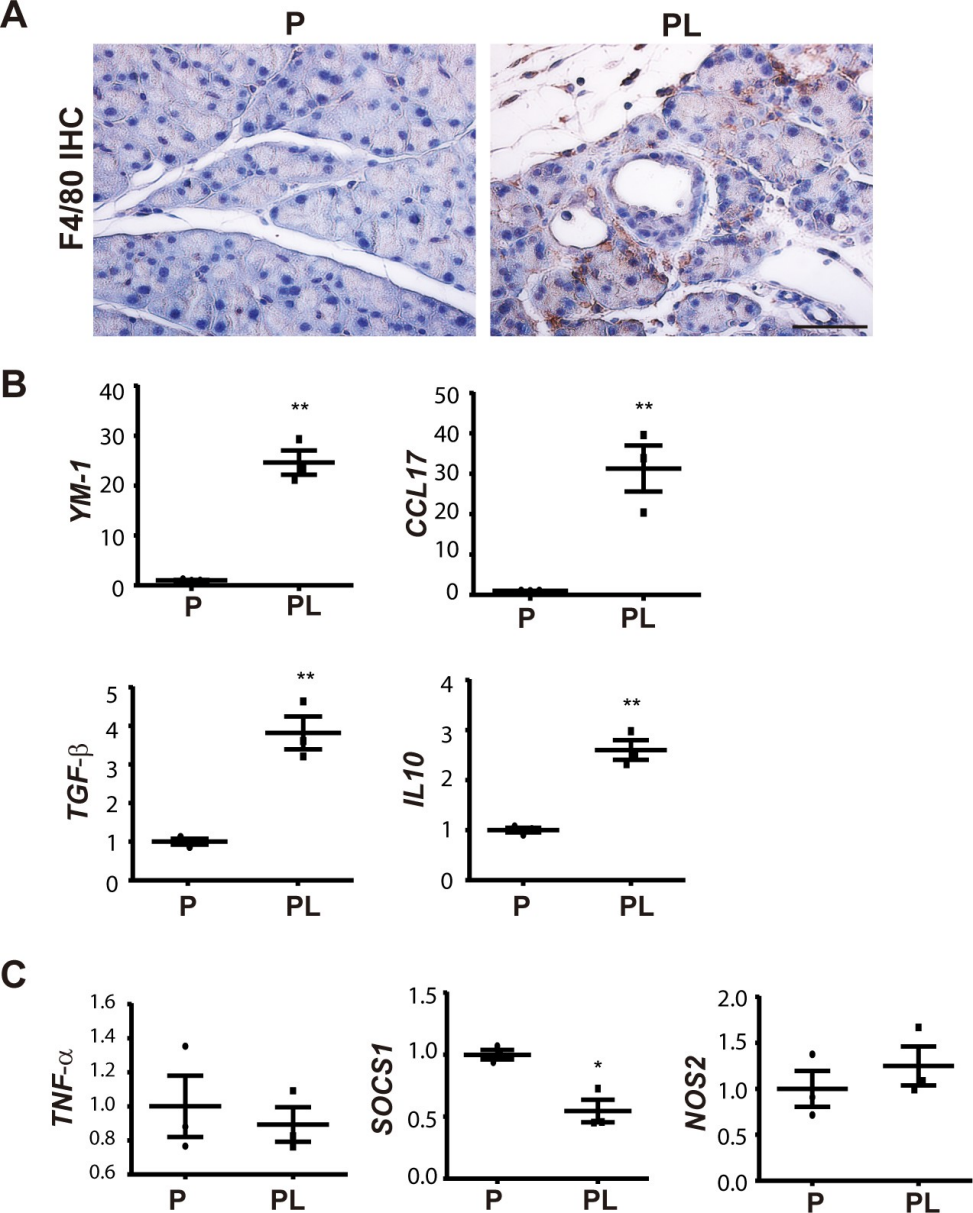
Loss of *Lats1/2* induces M2 macrophage polarization. P and PL mice were treated with 180 mg/kg/d of TAM for 5 consecutive days; cells were isolated from both groups 4 days later (*n* = 3). (A) F4/80 IHC staining in P and PL mice on Day 4 after TAM injection. (B) M2 macrophage-specific genes *Ym-1*, *Ccl17*, *Tgf-β* and *IL10* were elevated in sorted macrophages of PL mice. (C) M1 macrophage-specific genes *Tnf-α*, *Socs1*, and *Nos2* were not significantly changed. **P < 0.01, *P < 0.05. Underlying numerical values can be found in S1 Data. IHC, immunohistochemistry; LATS1, large tumor suppressor 1; P, control; PL, double knockout; TAM, tamoxifen.

### *Hippo* disruption activates the fibroinflammatory program in acinar cells

The observation that activation of PSCs was an early event in PL mice provoked us to examine whether Hippo pathway disruption induced the activation of fibrosis and inflammation-associated genes in acinar cells to modulate the microenvironment. Thus, we performed RNA sequencing (RNA-seq) analysis of pancreata from control P and mutant PL mice. 

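The RNA-seq data covered the pancreatic tails of 16 mice, 5 control P mice and 4, 3, and 4 PL mice harvested at Days 1, 2, and 3 after TAM given at 180 mg/kg/d for 5 days. P mice carry the TAM-inducible *Ptf1a CreER* driver, which is active in acinar cells, and a *Rosa26* reporter of recombination, and PL mice carry floxed *Lats1* and *Lats2* in addition. The sample labels describe the P mice as untreated, whereas the paper states that they received TAM and were harvested at Day 1, and the paper's description was used. By this description, the comparisons at Days 2 and 3 differ in the time since TAM as well as in genotype. If the labels are right, every comparison with P mice also differs in TAM. No P mice of Days 2 and 3 are in the data, so these differences cannot be separated. The library titled as Day 3 replicate 4 has a description that gives Day 2. It was used as Day 3, the day in its title and in its day label, which leaves the 3 Day 2 columns that Fig 6A shows.

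Poly(A) RNA was made into TruSeq libraries and sequenced as single reads on an Illumina HiSeq system. The authors aligned the reads to the mouse genome mm9 with TopHat and deposited the number of reads on each gene, without normalization. The paper's text does not name the counting program or the gene annotation. Each file lists 22609 gene symbols, followed by 5 totals of reads that were not counted on a gene. In P mice, between 9264816 and 15253265 reads were counted on genes, with a median of 12488195. The range was 9239404 to 15093221 at Day 1 (median 12499017), 12735637 to 15432279 at Day 2 (median 12798748), and 8359953 to 12728707 at Day 3 (median 12576929.5). Uniquely aligned reads, counted on genes or not, came to 16.4 ± 2.80 M per mouse (SD, n = 16; M, 1e+06), beside the about 31.4 M sequence reads per sample that the paper reports. All values here use the reads counted on genes.

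The 10 genes with the highest mean count over all 16 libraries took 58.4% ± 1.63 of a library's counts in P mice (SD, n = 5). Their share was 52.7% ± 4.51 at Day 1 (SD, n = 4; lower than in every P mouse in 3 of 4), 47.2% ± 3.31 at Day 2 (SD, n = 3; 3 of 3), and 49.2% ± 6.09 at Day 3 (SD, n = 4; 4 of 4). The exact two-sided permutation tests against P mice gave p = 0.0476, 0.0357, and 0.0159, and 0.0714, 0.0643, and 0.0571 after Benjamini-Hochberg adjustment over 6 library measures at 3 days. Because a gene's share of the counts moves with the share of these few genes, counts were scaled by edgeR's TMM factors, which ran from 0.669 to 0.844 in P mice, 0.782 to 1.21 at Day 1, 1.11 to 1.42 at Day 2, and 1.08 to 1.64 at Day 3. The median log2 fold change of all tested genes was then 0.02, 0.03, and 0.04 at Days 1, 2, and 3.

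One edgeR quasi-likelihood model with a mean per group and no covariate was fitted to all 16 libraries, over the 12783 genes that passed edgeR's filter on low counts. DEGs were called as in the paper's methods, at an adjusted p under 0.05, a fold change over 2, and an RPKM over 1, here the mean of at least 1 of the 2 groups compared. RPKM used the summed exon length of each gene in the NCBIM37 annotation, the assembly that mm9 names, which gave a length to 12651 tested genes (99.0%). Genes without a length could not become DEGs, which left out 2, 7, and 12 genes at Days 1, 2, and 3. The counts of every replicate pair differed by more than sampling noise (chi-square per degree of freedom from 10.3 to 78.1 over 25 pairs), so no pair is a copy or a repeat sequencing of 1 library. Each library was taken as a mouse by its label.

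*Lats1* lies on chromosome 10 of NCBIM37 from 7401007 to 7436256. It had between 112 and 141 CPM (counts per 1e+06 counts, scaled by the TMM factors) in the 5 P mice. The PL mice had between 27.1 and 31.6 CPM at Day 1, 22.7 and 26.3 at Day 2, and 20.7 and 28.8 at Day 3, so all 11 PL mice lay below every P mouse. The log2 fold changes were -2.04, -2.35, and -2.30 (standard errors 0.13, 0.14, and 0.13; adjusted p = 8.3e-09, 5.8e-09, and 9.8e-10 from edgeR's quasi-likelihood test). *Lats2*, on chromosome 14 from 58260914 to 58377225, had between 8.02 and 12.7 CPM in P mice, 5.68 and 9.75 at Day 1, 7.51 and 8.01 at Day 2, and 8.55 and 13.8 at Day 3, from 41 to 201 counts per mouse. Its log2 fold changes were -0.34, -0.49, and 0.03 (standard errors 0.20, 0.21, and 0.19; adjusted p = 0.48, 0.15, and 0.94 from the same test), with 1 of 4, 3 of 3, and 0 of 4 PL mice below every P mouse. Day 1 replicate 2 stood apart from the other Day 1 mice in *Lats2*.

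Reads of *Xist* and of Y-linked genes showed 1 male, P replicate 5, with 54 reads on *Xist* and 861 on Y-linked genes. The other 15 mice had between 6359 and 19795 reads on *Xist* and at most 1 on Y-linked genes.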

To increase the number of *Lats1/2* null cells, control P mice and PL mice were subjected to180 mg/kg/d of TAM for 5 consecutive days. Tails of pancreata from P mice were harvested at Day 1 and used as the control. Tails of pancreata from PL mice were harvested at Days 1, 2, and 3 (*n* = 3–5 for each time point) for RNA extraction and RNA-seq library preparation. Histological examination showed no visible defects in Day 1, 2, or 3 PL pancreata (S8A Fig). There was no positive staining of CD45, αSMA, or CK19 at Day 2, but there was some at Day 3 (S8B Fig).

We compared transcriptomes from RNA-seq data from PL mice at Days 1, 2, and 3 after TAM injection to control P mice and obtained 40, 405, and 765 differentially expressed genes (DEGs), respectively, using the significance criterion (fold-change > 2; adjusted *P* < 0.05; and read per kilobase of transcript per million reads mapped [RPKM] > 2). 

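At Day 1, 66 genes were DEGs (47 up-regulated, 19 down-regulated). There were 523 DEGs at Day 2 (329 up-regulated, 194 down-regulated) and 1014 at Day 3 (685 up-regulated, 329 down-regulated). With the RPKM over 2, the counts were 49, 397, and 792. The adjusted p alone was under 0.05 for 130, 1489, and 2969 genes, and the unadjusted p for 1733, 3248, and 4443. Among the other ways of processing, the number of DEGs differed most at Day 1 without P replicate 5, which gave 133, while leaving out Day 1 replicate 1 gave 28, the larger change as a ratio. At Days 2 and 3, it differed most with no fold change threshold, which gave 1356 and 2653. Libraries share replicate numbers between groups, except P replicate 5. With the replicate number as a block in the same model, there were 106, 586, and 1063 DEGs. Deviations from the group mean had a mean correlation across genes of -0.011 between mice with the same number (21 pairs) and 0.0032 between mice with different numbers (74 pairs), so the numbers did not pair the mice.

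DEGs for which every PL mouse lay on the same side of every P mouse numbered 49, 473, and 790. At Day 1, *Clca1* (chromosome 3, 144392641 to 144423941) rose the most among them, from 0.174 ± 0.186 CPM in P mice (SD, n = 5) to 6.43 ± 2.46 (SD, n = 4), a log2 fold change of 5.15 (standard error 0.51, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test). *Kng2* and *Kcnj15* followed with log2 fold changes of 4.72 and 3.80 (standard errors 0.52 and 0.47; adjusted p = 4.3e-05 and 1.8e-04). The largest falls were those of *Unc5a*, *Shank1*, and *Fat3*, with log2 fold changes of -2.43, -2.18, and -2.09 (standard errors 0.38, 0.48, and 0.40; adjusted p = 0.0029, 0.029, and 0.012). Without 1 of the 9 mice, *Shank1* lost its adjusted p under 0.05 in 4 of 9 fits and *Fat3* in 1 of 9. At Day 3, *Igfbp2*, *Sprr1a*, and *Clca1* rose the most, with log2 fold changes of 9.52, 8.44, and 7.07 (standard errors 0.92, 1.11, and 0.48; adjusted p = 1.7e-05, 6.4e-05, and 1.5e-08). Among the largest falls were those of *Retnla* and *Fat3*, with log2 fold changes of -4.79 and -3.09 (standard errors 1.47 and 0.42; adjusted p = 0.022 and 3.8e-05). *Retnla* was far higher in P replicate 1 than in the other P mice, and its adjusted p rose above 0.05 in 3 of the 7 fits without 1 mouse in which it was tested.

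**Figure D1:**
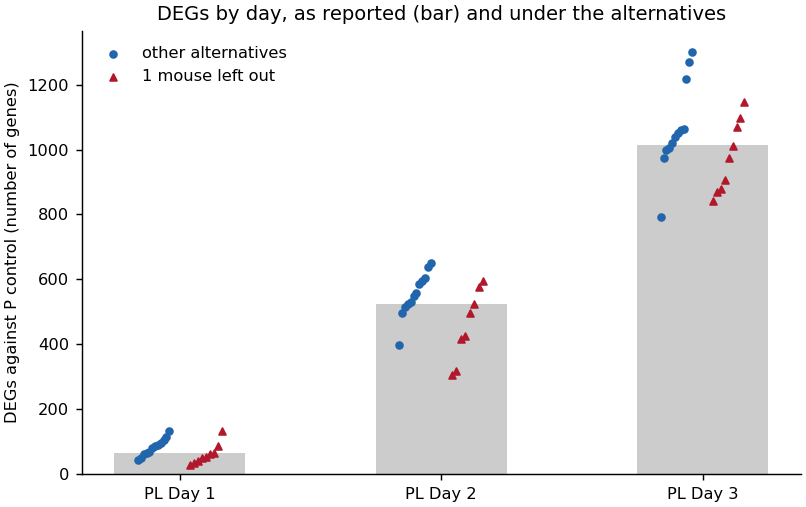
Number of DEGs against P mice at Days 1, 2, and 3 (vertical axis), with the reported number as a bar, other ways of processing as circles, and fits without 1 mouse as triangles. The alternative without a fold change threshold is not drawn. Fits without 1 mouse ran from 28 to 133 DEGs at Day 1, 304 to 595 at Day 2, and 842 to 1146 at Day 3.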

A large number of genes with expression changes were found in Day 2 PL pancreata (Fig 6A), although no significant PSC activation or immune cell infiltration was observed at this time point. 

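Of the 523 Day 2 DEGs, 51 were also among the 66 Day 1 DEGs, 392 were also DEGs at Day 3, and 50 genes were DEGs on all 3 days. The DEGs of the 3 days together were 1150 genes. The Day 2 DEGs changed in the same direction at Day 1 for 513 genes (98.1%) and at Day 3 for 521 (99.6%). Their median absolute log2 fold change was 0.72 at Day 1, 1.45 at Day 2, and 1.40 at Day 3. These genes were chosen for their difference at Day 2, and the comparisons of all 3 days share the same P mice. Deviations of the P mice enter each day alike, so part of the shared direction is built in.

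Tested directly, 8 genes differed between PL mice at Day 1 and Day 2 (2 up-regulated, 6 down-regulated) and 43 between Day 2 and Day 3 (36 up-regulated, 7 down-regulated). The unadjusted p was under 0.05 for 1317 and 1096 genes. With the replicate number as a block, these counts were 0 and 27, beside 1337 genes with an unadjusted p under 0.05 for Day 1 against Day 2.

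The largest rises at Day 2 among DEGs with separated mice were those of *Igfbp2*, *Sprr1a*, and *Llcfc1* (in the counts under an older RIKEN symbol). *Igfbp2* (chromosome 1, 72871077 to 72899048) had 0 counts in all P mice and all Day 1 mice, and 1.45 ± 1.13 CPM at Day 2 (SD, n = 3), a log2 fold change of 7.25 (standard error 1.07, adjusted p = 0.0011 from edgeR's quasi-likelihood test). *Sprr1a* (chromosome 3, 92287877 to 92289816) had 0 counts in all P mice and 1.10 ± 0.552 CPM at Day 2, a log2 fold change of 6.85 (standard error 1.23, adjusted p = 0.0021). *Llcfc1* (chromosome 6, 41634430 to 41635716) had 0.910 ± 0.124 CPM at Day 2 and 0 counts in all P mice and all Day 3 mice (log2 fold change 6.57, standard error 1.57, adjusted p = 0.016, above 0.05 in 2 of the 8 fits without 1 mouse). With 0 counts in P mice, the size of these 3 fold changes depends on the small count that edgeR adds to each library. The largest falls were those of *Serpini2* (chromosome 3, 75046292 to 75074000), from 1356 ± 565 CPM to 75.8 ± 13.1 (log2 fold change -4.16, standard error 0.56, adjusted p = 1.4e-04), *Tmed11* (chromosome 5, 109206254 to 109224382), from 126 ± 27.5 CPM to 7.87 ± 7.11 (log2 fold change -4.03, standard error 0.52, adjusted p = 1.0e-04), and *Unc5a* (chromosome 13, 55050772 to 55107379), from 23.9 ± 9.41 CPM to 1.55 ± 0.401 (log2 fold change -3.95, standard error 0.48, adjusted p = 5.5e-05). All 3 Day 2 mice lay below all 5 P mice for each of these genes, and *Unc5a* was lower in P replicate 5 than in the other P mice.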

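The 1150 genes that were DEGs on at least 1 day were grouped by K-means into the 9 clusters that the paper's methods name, with 20 starts and a fixed seed, on the z-scores of log2(CPM + 1) over the 16 mice. The paper's text does not name a rule for merging clusters. Here, clusters whose mean profile over P, Day 1, Day 2, and Day 3 correlated with that order at r over 0.8 were merged as up-regulated, and those at r under -0.8 as down-regulated. In this way 5 clusters made up 694 up-regulated genes and 3 clusters 384 down-regulated genes. The remaining cluster of 72 genes peaked at Day 2 (r = 0.686, mean z-score 1.16 at Day 2). With a limit of 0.6 it joined the up-regulated genes, for 766 in all, and with 6 clusters in place of 9 there were 767 up-regulated and 383 down-regulated genes, the largest number of up-regulated genes that any setting gave.

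The mean z-score of the up-regulated genes was -0.89 ± 0.24 in P mice (SD over mice, n = 5), -0.16 ± 0.34 at Day 1 (n = 4), 0.36 ± 0.07 at Day 2 (n = 3), and 1.01 ± 0.21 at Day 3 (n = 4). That of the down-regulated genes was 0.94 ± 0.26, 0.13 ± 0.22, -0.56 ± 0.22, and -0.88 ± 0.23. These genes were chosen as DEGs, so the separation of the groups is no test of a difference. Their clusters were merged by correlation with the order from P to Day 3, so that order is no result either.

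**Figure D2:**
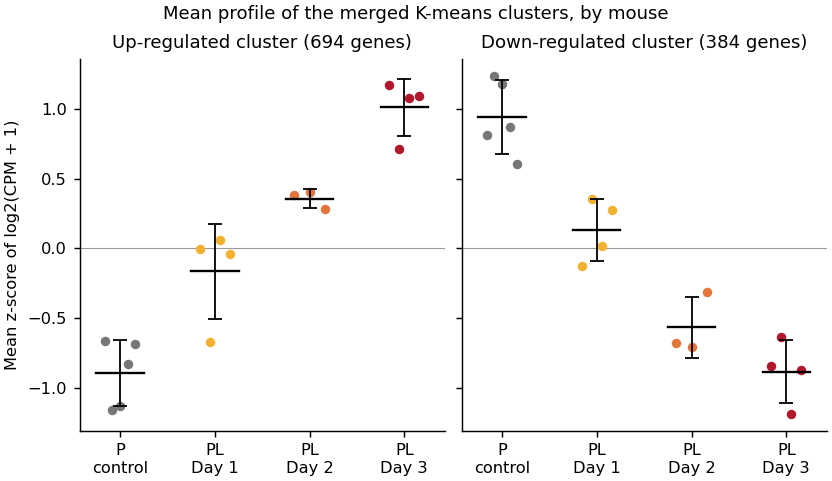
Mean z-score of log2(CPM + 1) over the 694 up-regulated and 384 down-regulated genes (vertical axis) in P mice and in PL mice at Days 1, 2, and 3. Each point is a mouse, the line is the group mean, and the error bar is the SD. The group means rise from P to Day 3 in the up-regulated genes and fall in the down-regulated genes, the order by which their clusters were chosen.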

We performed K-means clustering analysis and identified 2 representative clusters: 300 up-regulated genes and 232 down-regulated genes (Fig 6B). Several known YAP1/TAZ targets, including *Ctgf*, *Cyr61*, and *Spp1*, were among the up-regulated genes (S8C Fig). 

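*Ctgf*, *Cyr61*, and *Spp1* all fell in the up-regulated K-means genes. *Ctgf* (connective tissue growth factor, chromosome 10, 24315248 to 24318489) had 1.33 ± 1.12 CPM in P mice (SD, n = 5), 2.40 ± 2.78 at Day 1 (n = 4), 3.99 ± 1.12 at Day 2 (n = 3), and 25.0 ± 8.40 at Day 3 (n = 4). Its log2 fold changes were 0.99, 1.62, and 4.25 (standard errors 0.58, 0.58, and 0.54; adjusted p = 0.49, 0.079, and 1.8e-05 from edgeR's quasi-likelihood test), and 1 of 4, 2 of 3, and 4 of 4 PL mice lay above every P mouse. The Day 1 rise rested on 1 mouse: with each mouse left out in turn, the log2 fold change ran from -0.29 to 1.59. At Day 2, its adjusted p fell under 0.05 in 1 of the 8 fits without 1 mouse, and was 0.042 with no filter on low counts. *Cyr61* (chromosome 3, 145309935 to 145312949) had 0.962 ± 0.730, 2.19 ± 1.25, 4.96 ± 0.433, and 15.7 ± 4.81 CPM in the same order. Its log2 fold changes were 1.20, 2.32, and 3.97 (standard errors 0.48, 0.47, and 0.45; adjusted p = 0.26, 0.0031, and 6.4e-06), with 3 of 4, 3 of 3, and 4 of 4 mice above every P mouse. *Spp1* (secreted phosphoprotein 1, chromosome 5, 104864137 to 104870069) had 86.9 ± 17.4, 108 ± 51.2, 241 ± 82.3, and 441 ± 76.5 CPM. Its log2 fold changes were 0.32, 1.47, and 2.34 (standard errors 0.26, 0.27, and 0.26; adjusted p = 0.65, 0.0017, and 6.4e-06), with 2 of 4, 3 of 3, and 4 of 4 mice above every P mouse, and ran from -0.02 to 0.54 at Day 1 with each mouse left out. With the replicate number as a block, the log2 fold changes at Days 2 and 3 were 1.62 and 4.19 for *Ctgf* (adjusted p = 0.077 and 5.6e-05), 2.99 and 4.42 for *Cyr61* (adjusted p = 0.0012 and 1.1e-05), and 1.35 and 2.27 for *Spp1* (adjusted p = 0.0053 and 2.9e-05). Deviations of mice that shared a number were not correlated (mean r across genes -0.011 over 21 pairs).

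RNA of *Wwtr1*, which encodes TAZ, had log2 fold changes of 1.07, 1.502, and 1.67 at Days 1, 2, and 3 (adjusted p = 0.021, 4.9e-04, and 3.1e-05; above 0.05 at Day 1 in 4 of the 9 fits without 1 mouse), and that of *Yap1* 0.12, 0.07, and 0.18 (adjusted p = 0.73, 0.78, and 0.27). A score over 22 known YAP1/TAZ targets, the mean of log2(CPM + 1), was 2.26 ± 0.11 in P mice, 2.37 ± 0.26 at Day 1, 2.70 ± 0.15 at Day 2, and 3.33 ± 0.21 at Day 3 (SD over mice). The differences from P mice were 0.11, 0.44, and 1.07 (exact two-sided permutation tests, p = 0.413, 0.0357, and 0.0159, of which the last 2 are the smallest that 3 and 4 mice against 5 allow), with 2 of 4, 3 of 3, and 4 of 4 mice above every P mouse. After Benjamini-Hochberg adjustment over the 48 tests of 16 such scores, the exact tests gave p = 0.535, 0.101, and 0.0693. limma's rotation gene-set test, added after the scores had been seen, gave adjusted p = 0.41, 0.023, and 1.8e-04 for the 20 targets tested (median log2 fold changes 0.13, 0.40, and 1.12).

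**Figure D3:**
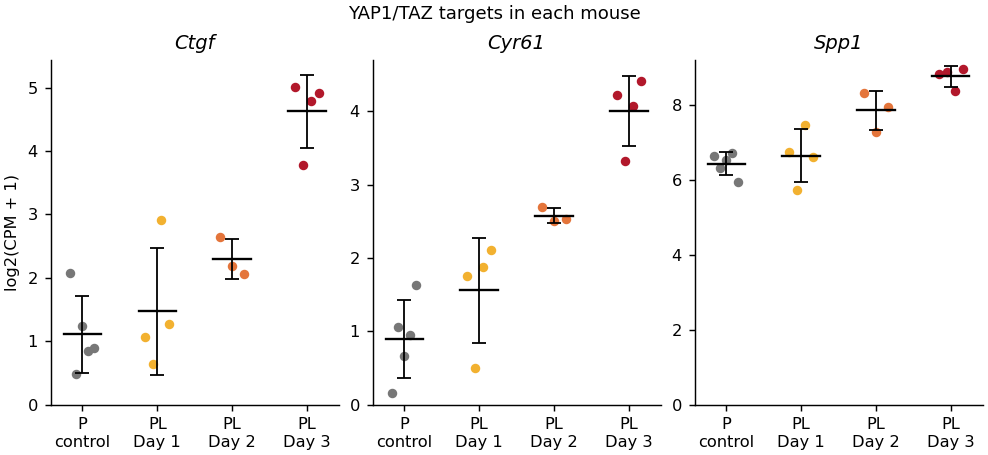
log2(CPM + 1) of *Ctgf*, *Cyr61*, and *Spp1* (vertical axis, 1 panel per gene) in P mice and in PL mice at Days 1, 2, and 3. Each point is a mouse, the line is the group mean, and the error bar is the SD. All 4 Day 3 mice lie above all 5 P mice for each gene, whereas at Day 1 the groups overlap.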

Gene ontology (GO) term analysis with the 300 up-regulated genes showed that 5 out of the top 10 GO terms were related to immune response, which is consistent with the phenotype of PL mice. 

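GO annotation was not used here, and fixed lists of marker genes took its place. The score of each list was the mean log2(CPM + 1) of its genes. The pan-immune score (9 genes, *Ptprc*, which encodes CD45, among them) was 1.97 ± 0.42 in P mice (SD, n = 5) and 2.79 ± 0.20 at Day 3 (SD, n = 4), a difference of 0.82 with 4 of 4 mice above every P mouse. The differences at Days 1 and 2 were 0.11 and 0.48, with exact two-sided permutation p = 0.81 and 0.143, beside 0.0159 at Day 3, the smallest that 4 mice against 5 allow. Without 1 mouse, the Day 1 difference ran from -0.15 to 0.41. The macrophage score (11 genes) was higher by 0.31, 0.70, and 1.12 (exact p = 0.571, 0.143, and 0.0159). The B cell score was higher by 0.07 at Day 2 and 0.10 at Day 3 (exact p = 0.0357 and 0.0159), with every PL mouse of these days above every P mouse. The T cell score was higher by 0.07 and 0.12 (exact p = 0.214 and 0.175), with 0 of 3 and 2 of 4 mice above every P mouse. Both scores lay near the floor of 0, with means in P mice of 0.054 for B cells and 0.110 for T cells. At Day 3 the means were 0.158 and 0.231, so these differences rest on few reads. A score of 14 interferon-response genes was 1.71 ± 0.55 in P mice, 2.61 ± 0.67 at Day 1, 2.18 ± 0.43 at Day 2, and 4.22 ± 0.51 at Day 3 (SD over mice), a difference of 2.51 at Day 3 (exact p = 0.0159; 4 of 4 mice above every P mouse). None of these scores passed Benjamini-Hochberg adjustment over all 48 tests, the smallest adjusted p being 0.0693 from the exact tests.

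limma's rotation gene-set test (fry), added after the scores had been seen, gave an adjusted p = 5.8e-04 for the interferon-response genes at Day 3 (median log2 fold change 2.60), 0.047 for the macrophage genes (median log2 fold change 0.99), and 0.073 for the pan-immune genes (median log2 fold change 1.02). With mice compared only within the same replicate number, the Day 3 differences in score were 0.93 for pan-immune, 1.26 for macrophage, and 2.68 for interferon-response genes (exact p = 0.125, the smallest that 4 pairs allow), although same-numbered mice did not deviate together (mean r -0.011).

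Among the up-regulated K-means genes were 14 of the 14 interferon-response genes, 3 of the 11 macrophage genes, 2 of the 9 pan-immune genes, and 0 of the B cell and T cell genes. *Ptprc* was 1 of the 2 pan-immune genes. Fewer than 2 genes of the B cell list, and fewer than 2 of the T cell list, passed the filter on low counts. The 0 for these lists was therefore nearly fixed in advance.

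**Figure D4:**
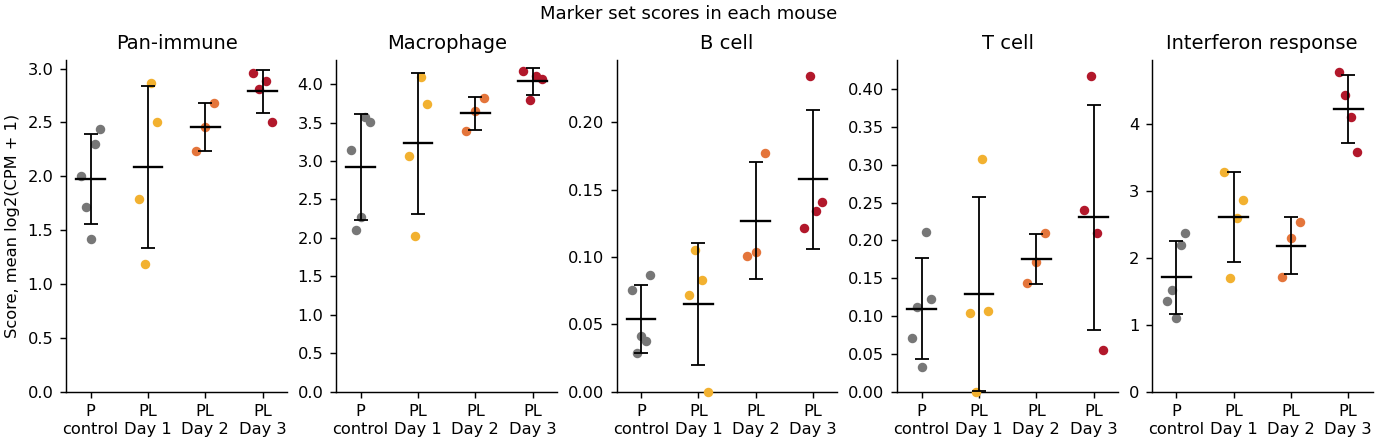
Scores of the pan-immune, macrophage, B cell, T cell, and interferon-response gene sets (vertical axis, mean log2(CPM + 1), 1 panel per set) in P mice and in PL mice at Days 1, 2, and 3. Each point is a mouse, the line is the group mean, and the error bar is the SD. The Day 3 mice lie above all P mice in each panel except that of T cells.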

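The score of 27 digestive enzyme genes was 12.7 ± 0.115 in P mice (SD, n = 5), and the differences from it at Days 1, 2, and 3 were -0.36, -0.95, and -1.02 (exact two-sided permutation tests, p = 0.0952, 0.0357, and 0.0159), with 3 of 4, 3 of 3, and 4 of 4 PL mice below every P mouse. The score of 24 genes of protein folding and stress in the endoplasmic reticulum was 7.58 ± 0.305 in P mice, and the differences were -0.23, -0.67, and -0.85 (exact p = 0.254, 0.0357, and 0.0159), with 2 of 4, 3 of 3, and 4 of 4 mice below. The score of 5 acinar transcription factors was 6.71 ± 0.118 in P mice, and the differences were -0.31, -0.73, and -0.88 (exact p = 0.0159, 0.0357, and 0.0159), with every PL mouse of each day below every P mouse. The values 0.0159 and 0.0357 are the smallest that 4 and 3 mice against 5 allow. At Day 3 all 3 had an adjusted p of 0.0693 over the 48 exact tests of scores. In limma's rotation gene-set test, the adjusted p at Day 2 was 0.0025, 0.017, and 2.7e-04 for the digestive enzyme, endoplasmic reticulum, and acinar transcription factor genes, and at Day 3 6.1e-04, 0.0028, and 8.1e-06. Compared only within the same replicate number, the digestive enzymes score at Day 3 differed by -1.03, the endoplasmic reticulum score by -0.79, and the acinar transcription factors score by -0.87, with an exact p of 0.125, the smallest that 4 pairs allow (mean r of same-numbered mice -0.011).

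At Day 3, 26 of the 27 digestive enzyme genes had a lower mean than in P mice, and 18 were down-regulated DEGs. Trypsin, chymotrypsin, elastase, and amylase genes have near-identical copies, and reads that align to more than 1 of them were not counted. The 13 digestive enzyme genes outside these families were all lower at Day 3, with a median log2 fold change of -1.05. Of the down-regulated K-means genes, 19 belonged to the digestive enzyme set, 11 to the endoplasmic reticulum set, and 2 to the acinar transcription factors, and no gene of these sets was among the up-regulated genes. Outside these sets, 7 of the 9 islet genes were also among the down-regulated K-means genes.

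**Figure D5:**
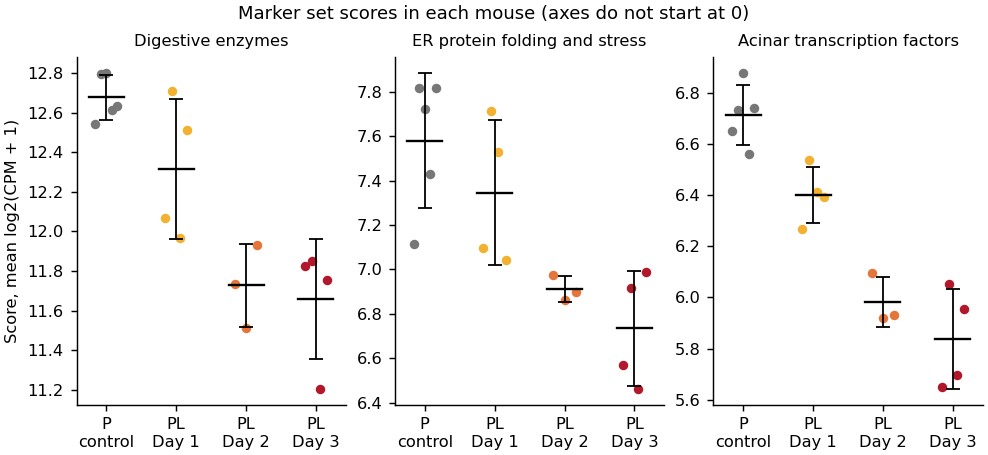
Scores of digestive enzyme genes, genes of protein folding and stress in the endoplasmic reticulum, and acinar transcription factor genes (vertical axis, mean log2(CPM + 1), axes not starting at 0) in P mice and in PL mice at Days 1, 2, and 3. Each point is a mouse, the line is the group mean, and the error bar is the SD. All Day 2 and Day 3 mice lie below all P mice in each panel.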

On the other hand, down-regulated genes were related to endoplasmic reticulum and digestion, which are associated with normal acinar cell function (Fig 6B).

**Fig 6:**
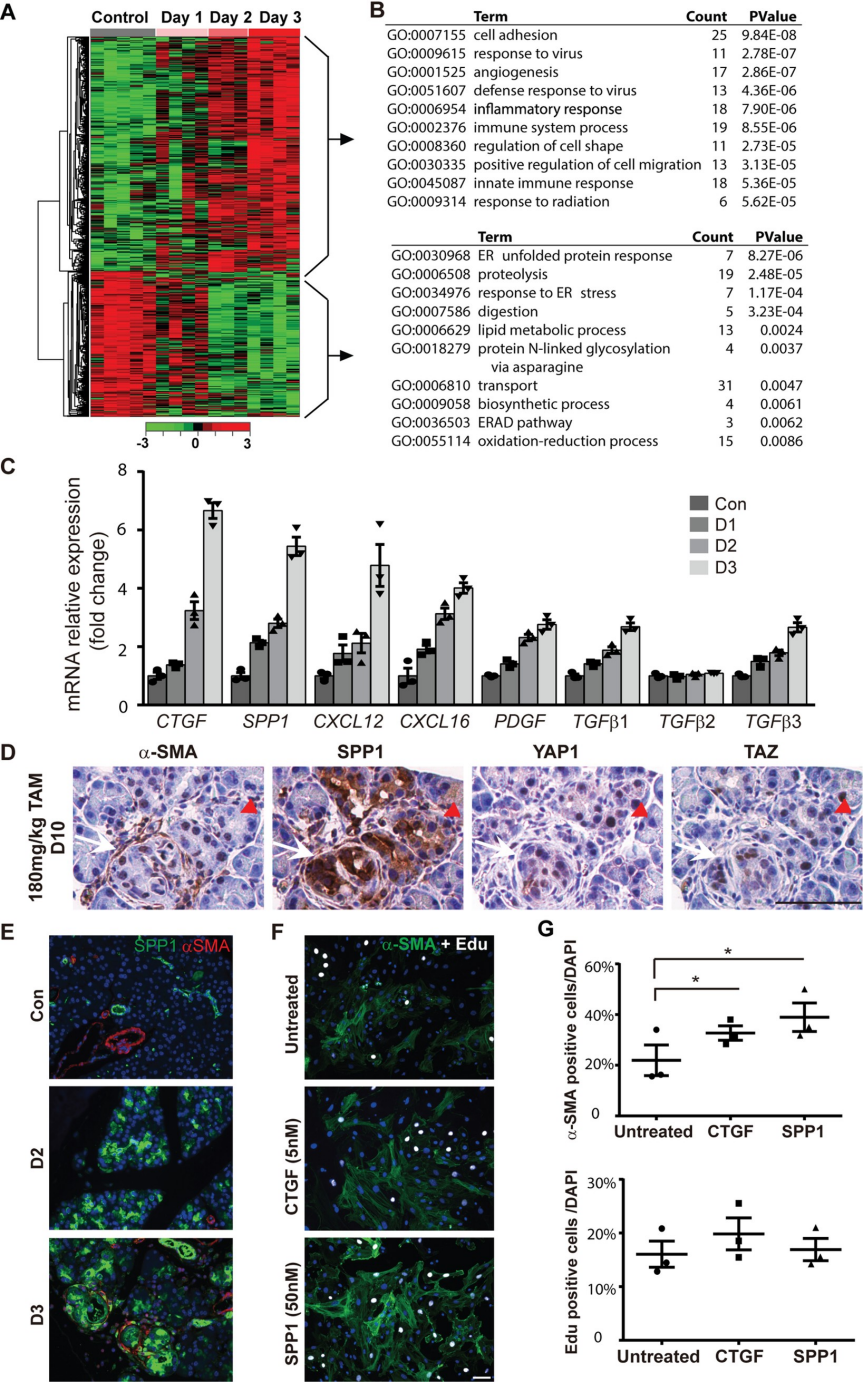
RNA-seq analysis of LATS1/2 regulated genes in mouse pancreas. (A) Heat map analysis showed differential gene expression patterns at different days (*n* = 3–5). (B) Left: K-means clustering analysis showed the gene expression patterns of 2 classes (up-regulated and down-regulated genes) that were changed with time. Right: GO term analysis of the function of top up-regulated and down-regulated genes. (C) Validation of profibrotic gene expressions by qPCR. (D) The small lesions were stained with anti- αSMA, anti-SPP1, anti-YAP1, and anti-TAZ antibodies in consecutive sections. White arrow indicates region in which αSMA is already present, while red arrow indicates region in which SPP1 expression has occurred but αSMA is not yet present. (E) Co-stain of αSMA (Red) with SPP1 (Green) in P and PL (Day 2 and Day 3) mice by immunofluorescence. (F) Isolated PSCs were treated with CTGF (5 nM) or SPP1 (50 nM) for 3 days (*n* = 3). Untreated group serves as the control. Anti-αSMA antibody was used to stain activated PSCs (Green). Cell proliferation was evaluated by EdU incorporation (White). Nuclei stained with DAPI (Blue). (G) SPP1 IHC staining in control, AP, and CP mice. Quantitative analysis for αSMA and EdU incorporation in CTGF or SPP1-stimulated cells (*n* = 3). *P < 0.05. Underlying numerical values can be found in S1 Data. αSMA, α-smooth muscle actin; AP, acute pancreatitis; CP, chronic pancreatitis; CTGF, connective tissue growth factor; EdU, 5-ethynyl-2'-deoxyuridine; IHC, immunohistochemistry; LATS1, large tumor suppressor 1; P, control; PL, double knockout; PSC, pancreatic stellate cell; qPCR, quantitative PCR; RNA-seq, RNA sequencing; SPP1, secreted phosphoprotein 1; TAZ, transcriptional coactivator with PDZ binding motif; YAP1, yes-associated protein 1.

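The paper lists 12 genes of growth factors, cytokines, and chemokines as up-regulated. They are *Bmp1*, *Ctgf*, *Cxcl12*, *Mia1* (the symbol of *Mia* in the counts), *Pdgfa*, *Tgfb1*, *Tgfb3*, *Timp1*, *Ccl12*, *Cxcl10*, *Cxcl14*, and *Spp1*. All 12 were DEGs at Day 3, with log2 fold changes between 1.07 and 4.67, and all 12 were among the up-regulated K-means genes. The list was taken from these same data, so this is no separate test of their rise. Other genes of these classes were not examined as a set. At Day 2, all 12 had a higher mean than in P mice and 5 were up-regulated DEGs (log2 fold changes 0.58 to 2.12). At Day 1, 11 of the 12 were higher and 1 was a DEG (log2 fold changes -0.15 to 2.12).

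*Mia1* (chromosome 7, 27953449 to 27966176) was the Day 1 DEG. It had 1.36 ± 0.935 CPM in P mice (SD, n = 5), 5.93 ± 1.29 at Day 1, 5.97 ± 2.39 at Day 2, and 5.85 ± 2.62 at Day 3, and every PL mouse lay above every P mouse. Its log2 fold changes were 2.12, 2.12, and 2.10 (standard errors 0.41, 0.43, and 0.41; adjusted p = 0.013, 0.0030, and 9.1e-04 from edgeR's quasi-likelihood test), and Day 3 replicate 2 was higher than the other Day 3 mice. At Day 1, its adjusted p rose above 0.05 in 1 of the 9 fits without 1 mouse. *Timp1* (chromosome X, 20447292 to 20451861) rose the most of the 12, from 0.224 ± 0.144 CPM to 6.16 ± 3.25 at Day 3 (log2 fold change 4.67, standard error 0.61, adjusted p = 2.6e-05; higher in 4 of 4 mice, with P replicate 5 above the other P mice). *Cxcl14* (chromosome 13, 56390008 to 56397912) went from 2.07 ± 0.905 CPM to 7.63 ± 2.36 (log2 fold change 1.87, standard error 0.41, adjusted p = 0.0023; 4 of 4 mice, with P replicate 1 below the other P mice). *Ccl12* (chromosome 11, 81915347 to 81916902) went from 0.257 ± 0.399 CPM to 2.04 ± 0.912 (log2 fold change 2.88, standard error 0.84, adjusted p = 0.017; 4 of 4 mice). *Cxcl10* (chromosome 5, 92775664 to 92777915) went from 0.380 ± 0.513 CPM to 2.76 ± 1.41 (log2 fold change 2.87, standard error 0.81, adjusted p = 0.014; 3 of 4 mice). Each of the last 2 lost its adjusted p under 0.05 in 1 of the 9 fits without 1 mouse. *Bmp1* (chromosome 14, 70874364 to 70920067) went from 4.47 ± 2.60 CPM to 9.32 ± 0.895 (log2 fold change 1.07, standard error 0.34, adjusted p = 0.029; 3 of 4 mice), and its adjusted p rose above 0.05 in 5 of the 9 fits. That of *Tgfb1* at Day 3 did so in 2 of the 9 fits and with sex as a covariate.

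**Figure D6:**
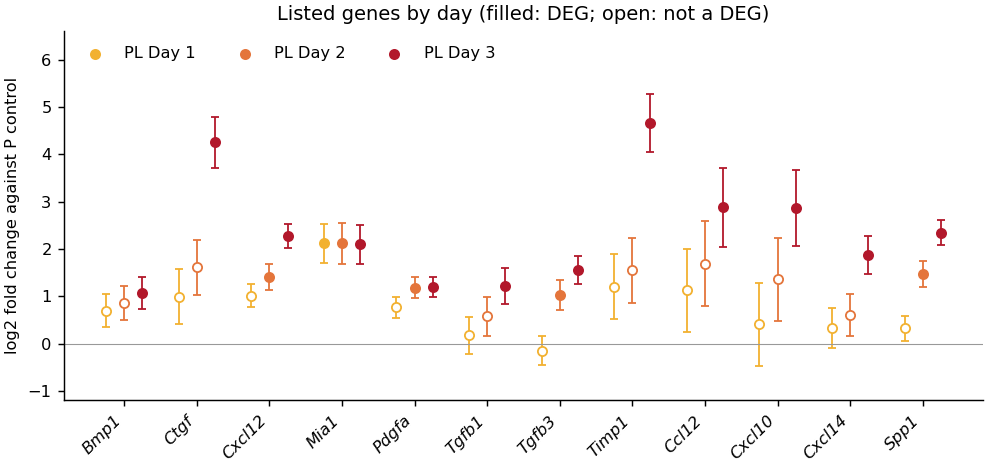
log2 fold change of the 12 genes (vertical axis) at Days 1, 2, and 3 against P mice, with bars for the standard error from edgeR's quasi-likelihood fit. Filled points are DEGs and open points are not. Filled points number 1 at Day 1, 5 at Day 2, and 12 at Day 3.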

We specifically analyzed GO terms regarding growth factor activity (GO:0008083), cytokine activity (GO:0005125), and chemokine activity (GO:0008009), and identified a total of 12 up-regulated genes (*Bmp1*, *Ctgf*, *Cxcl12*, *Mia*, *Pdgfα*, *Tgfβ1*, *Tgfβ3*, *Timp1*, *Ccl12*, *Cxcl10*, *Cxcl14*, and *Spp1*). Interestingly, several genes involved in PSC activation (*Tgfβ* and *Pdgf*α) and fibrogenesis (*Spp1*, *Ctgf*, *Cxcl12*, and *Cxcl16*) were significantly up-regulated at Day 2, before immune cell infiltration, suggesting a potential function of acinar cell YAP1/TAZ in direct regulation of PSC activation and pancreatic fibrosis. 

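At Day 2, *Pdgfa* (chromosome 5, 139451968 to 139473324) had 22.4 ± 4.61 CPM (SD, n = 3) against 9.87 ± 1.44 in P mice (SD, n = 5), a log2 fold change of 1.18 (standard error 0.23, adjusted p = 0.0021 from edgeR's quasi-likelihood test), higher in 3 of 3 mice. *Tgfb3* (chromosome 12, 87397694 to 87419991) had 11.9 ± 3.77 against 5.81 ± 1.29 CPM (log2 fold change 1.03, standard error 0.31, adjusted p = 0.036; 3 of 3 mice), but its adjusted p rose above 0.05 in 5 of the 8 fits without 1 mouse. *Tgfb1* (chromosome 7, 26472021 to 26490096) had 4.45 ± 0.655 against 3.02 ± 1.35 CPM, a difference that the test did not separate from the spread between mice (log2 fold change 0.58, standard error 0.41, adjusted p = 0.41; 1 of 3 mice above every P mouse). *Tgfb2* (chromosome 1, 188447065 to 188529871) had 2.59 ± 0.918 against 2.59 ± 0.827 CPM (log2 fold change 0.02, standard error 0.36, adjusted p = 0.98). *Cxcl12* (chromosome 6, 117118553 to 117131385) had 76.6 ± 24.8 against 28.9 ± 11.8 CPM (log2 fold change 1.40, standard error 0.27, adjusted p = 0.0021; 3 of 3 mice). *Cxcl16* (chromosome 11, 70267485 to 70273486) had 12.3 ± 1.87 against 2.68 ± 1.04 CPM (log2 fold change 2.19, standard error 0.33, adjusted p = 3.9e-04; 3 of 3 mice).

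With the replicate number as a block, the Day 2 log2 fold changes were 1.22 for *Pdgfa* (adjusted p = 0.0071), 1.01 for *Tgfb3* (0.090, no longer under 0.05), -0.14 for *Tgfb2*, 1.28 for *Cxcl12* (0.0033), and 2.58 for *Cxcl16* (2.1e-04), beside a mean r of -0.011 between the deviations of same-numbered mice. The paper names *Tgfβ*, *Pdgfα*, *Cxcl12*, *Cxcl16*, *Spp1*, and *Ctgf* among genes that rose by Day 2, ahead of immune cell infiltration. From this it proposes a possible role of YAP1/TAZ in acinar cells in directly regulating PSC activation and pancreatic fibrosis.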

We validated the expression changes of *Ctgf*, *Spp1*, *Cxcl12*, *Cxcl16*, *Pdgf*α, *TGFβ1*, *TGFβ2*, and *TGFβ3* by qPCR (Fig 6C). Except for *TGFβ2*, all of these genes showed gradual up-regulation during the time course, strongly supporting that they may be direct targets of YAP1/TAZ.

Among these genes, the up-regulation of secreted phosphoprotein 1 (*Spp1*) was the most dramatic. Even at Day 1 after TAM injection, we detected an about 2-fold increase of *Spp1* compared to the control P mice. *Spp1* has been suggested as a potential target of YAP1/TAZ [22] and is also strongly associated with TGF*β* function and hepatic stellate cell (HSC) activation [23]. Thus, we performed immunostaining of SPP1 on consecutive sections of Day 10 PL pancreata with one dose of TAM (180 mg/kg). We found that SPP1 staining correlated well with αSMA, YAP1, and TAZ staining in small lesions (Fig 6D, S9B Fig). SPP1 was strongly positive, while no apparent αSMA staining surrounded acinar cells at Day 2 and Day 3 after 5 doses of TAM (Fig 6E). Immunofluroescent staining and reverse transcription (RT)-PCR for SPP1 in P, PL, and PLYT mice pancreata after TAM treatment showed that SPP1 up-regulation due to Hippo pathway inactivation was dependent on YAP1/TAZ (S9C and S9D Fig). These findings suggest that up-regulation of SPP1 by YAP1/TAZ in pancreatic acinar cells may precede PSC activation. To further test whether SPP1 can activate PSCs, we isolated the primary PSCs by density gradient centrifugation to directly test the effect of SPP1 on PSC activation [24]. The purity of the PSCs was confirmed by Glial fibrillary acidic protein (GFAP) staining (S9A Fig). The primary PSCs were treated with SSP1 recombinant proteins (50 nM) for 3 days. CTGF is a well-known YAP1/TAZ target that can activate PSCs and is up-regulated in PL mice. We used CTGF recombinant protein as the positive control. SPP1 treatment significantly increased αSMA-positive cell numbers, similarly to what we observed in the CTGF treated group, suggesting that SPP1 can trigger PSC activation (Fig 6F). SPP1 treatment did not significantly enhance the proliferation of PSCs as determined by EdU staining (Fig 6G). We noticed that αSMA-positive cells and EdU-positive cells did not always overlap (Fig 6F), suggesting that they might be two uncoupled events in PSC activation. Together, these data supported the notion that SPP1 might be an important soluble factor secreted by acinar cells with Lats1/2 deletions to activate PSCs.

### Targeting the fibroinflammatory program in acinar cells attenuates *Hippo* disruption-induced pancreatic inflammation and fibrosis

To test whether the activation of the intrinsic fibroinflammatory program in acinar cells contributed to Hippo disruption-induced pancreatic inflammation and fibrosis, we performed a rescue experiment using CTGF-neutralizing antibody FG-3019 (FibroGen, Inc.) [25]. CTGF is the best known YAP1/TAZ target gene and has been documented to play a central role in PSC activation [26] and fibrosis [27]. We found that *Ctgf* mRNA expression was up-regulated at an early time point (Day 2) after *Lats1/2* deletions (Fig 7A). In addition, CTGF protein level was significantly decreased in PLTY mice compared to PL mice (Fig 7B, S10A Fig). We injected PL mice with FG-3019 or FG-hulgG (control, human Immunoglobulin G) for 2 days (i.p. 30 mg/kg/d), followed by a single TAM (180 mg/kg) injection. After this, the mice received FG-3019 or FG-hulgG injection every other day and were euthanized at Day 15 (Fig 7C). The HE staining revealed that CTGF depletion partially attenuated inflammation and fibrosis in PL mice (Fig 7D). FG-3019-treated mice achieved 61.7%, 53.5%, and 56.7% reduction of immune cell infiltration, stromal reaction, and ADM, respectively, compared with the FG-hulgG-treated group (Fig 7E), suggesting that neutralization of CTGF partially rescued the pancreatitis induced by *Lats1/2* deletions in adult acinar cells. To examine whether neutralizing CTGF affected the health of the mice, we treated another group of mice (*n* = 6) for 30 days. Half of the FG-3019-treated mice maintained their body weight, while all FG-hulgG-treated mice lost weight by Day 12 (S10B Fig).

**Fig 7:**
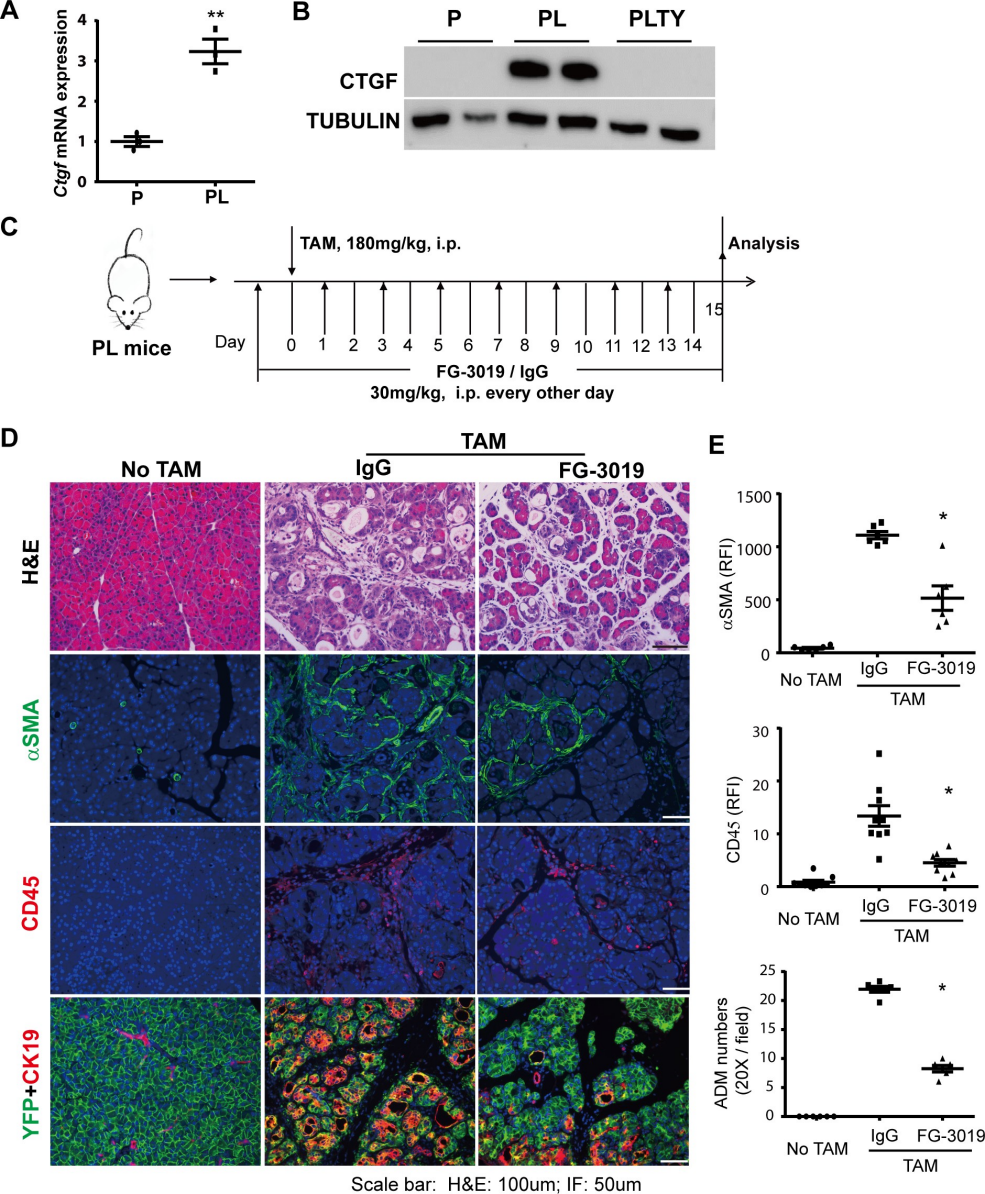
Depletion of CTGF partially abolishes pancreatic inflammation and fibrosis in *Lats1/2* double knockout mice. (A) *Ctgf* mRNA expression in P and PL mice (*n* = 3). **P < 0.01. (B) Western blot of CTGF protein levels in P, PL, and PLTY mice. Tubulin served as the internal control. (C) Schematic diagram of experimental design (*n* = 6 per group). Mice without TAM injection served as control group. FG-3019: CTGF-neutralizing antibody. (D) Top: histological examination by HE staining; center: immunofluorescent staining of αSMA (Green); bottom: immunofluorescent staining of CD45 (Red). Nuclei stained with DAPI (blue). (E) Quantitative analysis of FG-3019 treatment effects on Lats1/2 deletion-induced ADM, PSC activation, and immune cell infiltration in the mouse pancreas (*n* = 6); *P < 0.05. Underlying numerical values can be found in S1 Data. αSMA, α-smooth muscle actin; ADM, acinar-to-ductal metaplasia; CD45, ; CTGF, connective tissue growth factor; HE, hematoxylin–eosin; IgG, human Immunoglobulin G control; LATS1, large tumor suppressor 1; P, control; PL, double knockout; PLTY, quadruple deletions of Lats1/2 and YAP1/TAZ; PSC, pancreatic stellate cell; TAM, tamoxifen; TAZ, transcriptional coactivator with PDZ binding motif; YAP1, yes-associated protein 1.

### Pancreatitis mouse models exhibit *Hippo* disruption-induced molecular features

To test potential involvement of the Hippo pathway in pancreatitis, we examined the histological alterations and the expression patterns of Hippo pathway core components in time course analysis of caerulein-induced AP (Fig 8A). Pancreatic inflammation was observed from Day 1 to 3, and recovery started at Day 4. By Day 6, the pancreas appeared normal (Fig 8B). Interestingly, western blot results revealed that the protein levels of Lats1/2 were significantly down-regulated from Day 1. By Day 6, the expression of both LATS1 and LATS2 recovered. In addition, the level of phospho-YAP1 (P-YAP1) showed a similar trend as LATS kinase. Inversely, YAP1/TAZ were increased from Day 1, and when the pancreas recovered, YAP1/TAZ went down back to normal levels (Fig 8C, S11A Fig). YAP nuclei staining was observed at Day 1 in the AP pancreas (S11B Fig). These data indicated a strong relationship between the Hippo signaling pathway and inflammatory response. CP was induced by repetitive episodes of AP for 4 weeks (Fig 8D), resulting in pancreatic fibrosis and increased collagen deposition, which was stained by Sirius Red (Fig 8E). Western blot data clearly showed significant reduction of LATS1/2 levels and elevated levels of YAP1/TAZ in the CP group compared to control mice (Fig 8F, S11C Fig), suggesting that Hippo signaling is also involved in pancreatic fibrosis. SPP1 is expressed in pancreatic ductal tissues and undifferentiated pancreatic precursors [28], as well as in pancreatic cancer [29]. However, its role in pancreatitis is unknown. We found SPP1-positive staining in ductal cells in control pancreata, but also in acinar cells in caerulein-induced AP and CP, with much stronger staining in CP pancreata (Fig 8G). Taken together, we found that the Hippo signaling pathway is dynamically regulated during caerulein-induced pancreatitis, indicating a potential function of Hippo signaling in modulating pancreatic inflammation and fibrosis.

**Fig 8:**
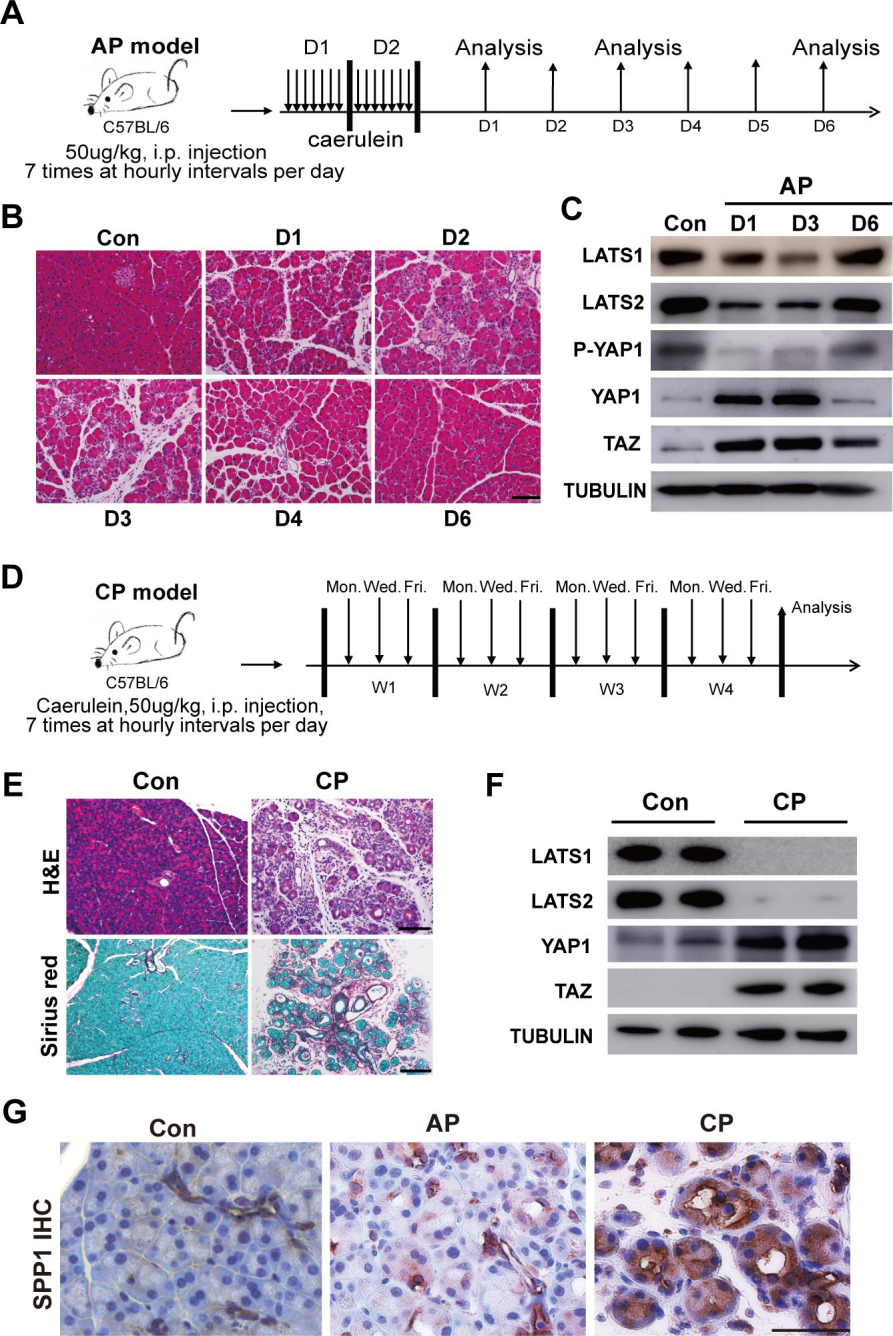
The Hippo signaling pathway is involved in inflammation and fibrosis in caerulein-induced pancreatitis mouse model. (A) Schematic diagram of induction of AP. *n =* 3. (B) The AP was analyzed by HE examination on Day 1, Day 2, Day 3, Day 4, and Day 6 after the induction. (C) Western blot of LATS1, LATS2, P-YAP1, YAP1, and TAZ in untreated and AP mice. Untreated mice served as the control group. Tubulin was used as the internal control. (D) Schematic diagram of induction of CP (*n =* 4). (E) HE examination of CP mice. Untreated mice served as the control group. Sirius Red was used to detect collagen deposition in CP mice. (F) Western blot of LATS1, LATS2, YAP1, and TAZ in untreated and CP mice. AP, acute pancreatitis; CP, chronic pancreatitis; HE, hematoxylin–eosin; LATS1, large tumor suppressor 1; P-YAP1, phospho-YAP1; TAZ, transcriptional coactivator with PDZ binding motif; YAP1, yes-associated protein 1.

## Discussion

The fibroinflammatory program and cellular proliferation in epithelial cells is critical for tissue repair. However, the key molecules linking these processes largely remain unclear. Cobo and colleagues [30] recently reported that nuclear receptor subfamily 5, group A, member 2 (NR5A2), a key transcriptional factor regulating acinar identity, controls an inflammatory program in acinar cells, establishing connection between the transcriptional networks of cellular differentiation and suppression of inflammatory programs. Our study revealed another important player that links epithelial fibroinflammatory signaling with cellular proliferation pathways for rapid response to tissue damage and subsequent tissue regeneration. We observed that acinar cells with disrupted Hippo signaling are surrounded by activated PSCs at early time points after acinar-specific Lats1/2 deletion. These data emphasize the critical role of the Hippo pathway in mediating epithelial–stromal interactions to modulate the microenvironment. Hippo disruption did not affect the expression of *Nr5a2* in acinar cells, suggesting the existence of multiple mechanisms in acinar cells to inhibit the intrinsic fibroinflammatory program under physiological conditions. Importantly, our data showed that Hippo disruption primed acinar cells to exogenous pro-proliferative stimuli without directly inducing cell-autonomous proliferation, highlighting a well-orchestrated scenario in which a Hippo disruption-induced fibroinflammation program signals surrounding stromal cells to support proliferation of epithelial cells.

Unlike other exocrine tissues, pancreatic acinar cells produce large amounts of digestive enzymes to aid digestion. Although these enzymes are packaged as zymogens which normally become active enzymes in the gut, damage to the pancreas can allow them to become active within the pancreas and have detrimental effects on the pancreas itself as well as other internal organs. A sensitive and well-coordinated system is required to contain the damage and promote regeneration in the pancreas. Our study showed that disruption of the Hippo pathway in acinar cells can quickly activate PSCs and recruit immune cells to the pancreas, suggesting that this pathway acts as a core regulator of the fibroinflammatory program in epithelial cells to restrict the spread of active enzymes by ECM deposition from PSCs and to control damage by recruiting immune cells.

RNA-seq data showed that deletion of *Lat1&2* induced early up-regulation of fibroinflammatory-reaction–associated genes, further supporting that Hippo signaling is a key repressor for the intrinsic fibroinflammatory program in acinar cells under physiological conditions. 

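In the RNA-seq data of the first days, *Cxcl16* was already a DEG at Day 1 (log2 fold change 1.35, standard error 0.33, adjusted p = 0.048 from edgeR's quasi-likelihood test; 3 of 4 mice above every P mouse), although its adjusted p rose above 0.05 in 7 of the 9 fits without 1 mouse. *Cxcl12* and *Pdgfa* had log2 fold changes of 1.02 and 0.76 at Day 1 (adjusted p = 0.058 and 0.096, and 0.0077 and 0.042 with DESeq2's Wald test). The score of 12 fibroblast and stellate cell genes was 4.17 ± 1.01 in P mice (SD, n = 5) and higher by 0.52, 0.75, and 0.81 at Days 1, 2, and 3 (exact two-sided permutation tests, p = 0.429, 0.357, and 0.222), differences within the spread of the P mice. The score of 5 contractile genes of activated stellate cells was higher by 0.29, 0.05, and 0.17 (exact p = 0.19, 0.679, and 0.143), and the Day 2 difference ran from -0.0085 to 0.11 with each mouse left out. Within the same replicate number, the Day 3 differences were 1.07 and 0.16 (exact p = 0.25 and 0.125, the latter the smallest that 4 pairs allow; higher in 3 of 4 and 4 of 4 pairs; mean r of same-numbered mice -0.011). *Acta2*, which encodes αSMA, had log2 fold changes of 1.53 and 0.88 at Days 1 and 2 (adjusted p = 0.14 and 0.31). Every Day 1 mouse lay above every P mouse in *Acta2*, the lowest with 1.35 CPM against 1.32 CPM in the highest P mouse. *Ptprc*, which encodes CD45, had log2 fold changes of -0.28 and 0.54 on these days (adjusted p = 0.81 and 0.38).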

Consistent with previous studies that showed that SPP1 is a potential YAP1/TAZ target, we found that it is up-regulated in acinar cells soon after *Lats1/2* deletion. SPP1 is a known mediator of inflammation and fibrogenesis in different organs [31,32]. SPP1 treatment enhanced the activation of isolated primary PSCs. Moreover, in PL mice, SPP1 up-regulation co-localizes with YAP- and TAZ-activated acinar cells and strongly correlates with the activation of PSCs. These findings revealed a potential mechanism by which the Hippo pathway mediates epithelial–stromal communications via regulating the fibroinflammatory program in epithelial cells.

A recent study discovered that *Lats1/2* knockout cancer cells secreted DNA containing exosomes to promote T help cell type 1 response and created an antitumor inflammatory environment [33]. However, we found rapid accumulation of T help cell type 2 response-associated M2 macrophages in our mouse model, suggesting a different mechanism. Acinar cells have been thought to have a passive role in promoting inflammation via release of damage-associated molecular patterns when damaged [34]. In this sense, it is unexpected that deletion of *Lats1/2* in adult acinar cells would induce sterile inflammation because it is not intuitive to connect tissue damage to the knockout of *Lats1/2* based on their well-known functions [35]. Indeed, time course analysis revealed that PSC activation and immune cell infiltration happened well before acinar cell death after *Lats1/2* deletion. In addition, unlike the rapid tissue recovery from AP caused by acinar cell damage, deleting Lats1/2 in a small fraction of adult acinar cells by low-dose TAM administration induced persistent pancreatic inflammation, suggesting that these cells were not rapidly removed by immune cells. These data strongly suggest that pancreatic inflammation and fibrosis after acinar-specific *Lats1/2* deletion are not initiated by acinar cell damage. Nevertheless, whether the acinar cells with *Lats1/2* deletions are more susceptible to apoptosis under an inflammatory microenvironment should be further examined, because this might help to explain the severe phenotype in our PL model.

The observation that PSC activation occurs before immune cell infiltration suggests that disrupted Hippo signaling in acinar cells may directly contribute to PSC activation during tissue damage. While this process might contribute to epithelial regeneration for repair of injured tissues, its deregulation might lead to persistent PSC activation, resulting in excessive deposition of ECM in the gland. Indeed, our mouse model with deletion of Hippo core kinases LATS1/2 in adult pancreatic acinar cells induces prolonged activation of an epithelial fibroinflammatory program. These mice developed severe, YAP1/TAZ-dependent pancreatic fibrosis and inflammation at a strikingly fast speed that has not been seen in other mouse models [36,37,38]. A well-known YAP1/TAZ target, CTGF, was significantly up-regulated in PL mice. Depletion of CTGF with neutralizing antibody ameliorated the pancreatic fibrosis in PL mice. Corroborating with the clinical observation that CTGF expression is induced in acinar cells in human CP [15], these data suggest that targeting genes induced by Hippo disruption might be a promising strategy for CP treatment. Of note, the concept that YAP1/TAZ-mediated epithelia–stromal interaction plays an important role in tissue fibrosis may be applied to other tissues. TAZ induces the expression of Indian hedgehog (Ihh) to activate HSCs and promote nonalcoholic steatohepatitis-associated fibrosis and inflammation [39]. Nevertheless, Ihh does not activate the proliferation or ECM synthesis of PSCs [40], and Hippo disruption did not induce Ihh expression in adult acinar cells.

The ability of *Lats1/2* null acinar cells to directly activate PSCs provides an explanation for the rapid progression of pancreatic fibrosis in our model. Acute pancreatic damage induces the infiltration of M1 macrophages and transient activation of PSCs, while CP has prolonged activation of PSCs. A recent study showed that activated PSCs polarize infiltrated M1 macrophages towards M2, which, in turn, can more efficiently activate the PSCs [20]. This “feed-forward” process between PSCs and macrophages promotes CP-associated fibrosis. In PL pancreata, the persistent PSC activation supported by *Lats1/2* null acinar cells accelerates macrophage M2 polarization and rapidly creates a microenvironment in favor of fibrosis development. Our mouse model mimics the persistent Hippo pathway inactivation in CP. Thus, acinar cell-mediated PSC activation might be one underlying mechanism contributing to the sustained fibrosis and inflammation in CP even after the clearance of damaged tissue. A schematic showing our working model of these phenomena is shown in S11D Fig.

Although our data support that PSCs could be directly activated by secreted factors from *Lats1/2*-null acinar cells, many of these PSC activators are also immune regulators. Thus, our data do not exclude the possibility that the secreted factors released by *Lats1/2*-null acinar cells may have direct effects on immune cells. Indeed, both activated PSCs and infiltrated immune cells are found in most early lesions in *Lats1/2* knockout mice, strongly supporting that the interactions between acinar cells and immune cells may contribute to the unique phenotype observed in our model. However, understanding the detailed mechanisms of this complex acinar–immune–PSC interaction is beyond the scope of this study and may require the development of new mouse models with appropriate immune backgrounds. In addition, we observed ADM after PSC activation and immune cell infiltration. Considering the well-documented roles of inflammatory cytokines in the induction of ADM, it is unclear whether the ADM in *Lats1/2*-null pancreata is directly induced by activated YAP1/TAZ or by infiltrated immune cells. Additional mouse models are needed to answer this question.

In summary, we used adult pancreatic acinar cells as a model to investigate the physiological roles of the Hippo pathway in epithelial cells. Elegant genetic examinations enabled us to reveal a temporal pattern for epithelial Hippo disruption-induced cellular and molecular changes, which has largely been overlooked in previous studies focusing on endpoint effects of YAP1/TAZ activation. Disruption of Hippo signaling not only primes epithelial cells to exogenous pro-proliferative stimuli but also plays a critical role in activating epithelial fibroinflammatory response to signal surrounding stromal cells. These data highlight that the epithelial Hippo pathway acts as an intrinsic link between inflammatory response and proliferation during tissue repair. Experimental pancreatitis models display the molecular features associated with epithelial Hippo disruption, giving us a new perspective to understand the pathological mechanisms of these diseases and to develop effective therapies.

## Materials and methods

### Ethics statement

All procedures have been approved by Institutional Animal Care and Use Committee at the University of Texas Health San Antonio.

### Generation of conditional knockout mice

All animal study protocols were approved by the University of Texas Health San Antonio Animal Care and Use committee. *Ptf1a*^*Cre-ERTM*^ mice (The Jackson Laboratory, Bar Harbor, ME; stock number: 019378) and *R26R-EYFP* mice (The Jackson Laboratory; stock number: 006148) were obtained from Hebrok Lab [41]. *Lats1*^*fl/fl*^ and *Lats2*^*fl/fl*^ mice were kindly provided by Dr. Randy L. Johnson. *Yap1*^*fl/fl*^ and *Taz*^*fl/fl*^ mice were kindly provided by Dr. Eric N. Olson. We generated (1) *Ptf1a*^*CRE-ER*^*Rosa26*^*LSL-YFP*^ mice (P mice, control), (2) *Ptf1a*^*CRE-ER*^*Rosa26*^*LSL-YFP*^*Lats1*^*fl/fl*^*Lats2*^*fl/fl*^ *mice* (PL mice), (3) *Ptf1a*^*CRE-ER*^*Yap1*^*fl/fl*^*Taz*^*fl/fl*^ mice (PTY mice), and (4) *Ptf1a*^*CRE-ER*^*Rosa26*^*LSL-YFP*^*Lats1*^*fl/f*^*lLats2*^*fl/fl*^*Yap1*^*fl/fl*^*Taz*^*fl/fl*^ mice (PLTY mice). All offspring were genotyped by PCR of genomic DNA from the toe with primers specific for the *Ptf1a*^*Cre-ER*^, *Rosa26*^*LSL-YFP*^, *Lats1*, *Lats2*, *Yap1*, and *Taz* transgenes. To induce the conditional knockout, 6- to 12-week-old mice were treated with 45 mg/kg to 180 mg/kg of TAM (Sigma-Aldrich, St. Louis, MO, T5648-5G), which was dissolved in corn oil (Sigma-Aldrich, St. Louis, MO, C8267) via i.p. injection. PCR was used for validation of knockout alleles (S1 Table).

### Tissue preparation

Mice were euthanized, and pancreata were dissected into ice-cold phosphate-buffered saline (PBS). For histological examination, mice pancreata were fixed in 4% paraformaldehyde (PFA) overnight at 4°C and then processed for paraffin or O.C.T embedding. Sections were cut at 5 μm and then used for HE staining or immunostaining.

### Immunostaining

Primary and secondary antibodies used in this study are listed in S2 Table. For IHC staining, tissues were deparaffinized, rehydrated, and immersed and heated in a citrate-based antigen unmasking solution (Vector, Burlingame, CA, H300) for 30 minutes. Endogenous peroxidase activity was quenched with 3% hydrogen peroxide in ddH_2_O. Sections were blocked with 5% donkey serum in 0.1% TBST (Tween20, Sigma-Aldrich, St. Louis, MO, P1379-500 ml) for 1 hour at room temperature and then incubated with primary antibody at 4°C overnight. Biotin-labeled secondary antibodies (1:250, BD Pharmingen) and Streptavidin-Horseradish peroxidase (SAv-HRP, BD Pharmingen, San Jose, CA; 550946) were applied to amplify the target antigen signal, and then sections were developed with DAB substrate (Dako, Santa Clara, CA; K3468), followed by counterstaining with hematoxylin (Biocare Medical, Pacheco, CA). Finally, sections were covered with poly-Mount medium (Polysciences, Warrington, PA; Category number 08381). For immunofluorescence staining, frozen sections were blocked with 10% donkey serum plus 1% bovine serum albumin (BSA) in PBST (0.025% Triton X-100, Fisher Scientific; Waltham, MA, CAS9002-93-1) for 1 hour at room temperature. Sections were incubated with primary antibodies at 4°C overnight followed by incubation with the Alexa Fluor secondary antibodies (1:250, Jackson ImmunoResearch, West Grove, PA) for 1 hour at room temperature. Sections were covered with a drop of ProLong Gold anti-fade reagent with DAPI (Invitrogen, Carlsbad, CA, P36935) for observation. All images were obtained with a Microsystems DMI6000 B microscope and microscope software (Leica Microsystems, Buffalo Grove, IL).

### Western blot analysis

Proteins were isolated from the tail of the pancreas. Briefly, pancreata were homogenized in RIPA lysis buffer containing phosphatase and protease Inhibitors (GenDEPOT, Katy, TX; P3100-001 and P3200-001) on ice. After 10-cycle of sonication (Bioruptor Pico Sonication System, Diagenode, Denville, NJ, Category Number B01060001), proteins were extracted, and the concentration was determined by a BCA kit (Pierce, Rockford, IL; 23228). Equal amounts of 50 μg protein were resolved in SDS-PAGE, then transferred to PVDF membrane (ThermoFisher Scientific, Waltham, MA, Product number 88520) and blocked with 5% milk in PBST (0.1% Tween 20, Sigma-Aldrich, St. Louis, MO, P1379-500ml) for 1 hour at room temperature. Membranes were incubated with primary antibodies at 4°C overnight and then exposed to secondary antibodies for 1 hour. Finally, protein expression was determined by treating the membrane with Clarity Western ECL substrate (Bio-Rad, Hercules, CA, Category number 1705060) and measuring luminescence with an Amersham Imager 600 system (GE Healthcare, Waukesha, WI). (All antibody information and working concentrations are shown in S2 Table).

### RT and real-time PCR analysis

Total RNA was extracted from the tail of the pancreas using a lysis binding buffer (Ambion, Austin, TX; Category AM1560) and Direct-zol RNA miniprep kit (Zymo Research, Irvine, CA, R2052). The RNA concentration was measured using Nanodrop2000 (ThermoFisher Scientific, Waltham, MA). The amount of 400 ng of RNA was subjected to RT by using a high-capacity cDNA RT kit (Applied Biosystems; 4368814), following the manufacturer’s protocol. The cDNA samples were amplified with iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA; 172–5271) in a CFX96 Real-Time system (Bio-Rad, Hercules, CA). GAPDH was used as endogenous control for normalization, and the relative expression of mRNA was calculated based on the ^ΔΔ^Ct method. The information of the primers is available in S3 Table.

### Flow cytometry analysis

Single-cell solutions from P and PL mice were prepared according to previous reports. Briefly, 6-week–aged mice P and PL were treated with 180 mg/kg of TAM for 5 consecutive days. Four days later, mice were anesthetized and then perfused with cold PBS. Pancreas was digested by collagenase (Sigma-Aldrich, St. Louis, MO; C9891-1G); then, cells eventually filtrated through a 5 ml polystyrene round-bottom tube with cell-strainer cap (Corning, Corning, NY; number 352235). All antibodies used for flow cytometry were purchased from Biolegend (San Diego, CA): APC-CD45 (103111; 1:100), Percp/Cy5.5-CD11b (101228; 1:100), and BV421-F4/80 (123137; 1:100). Cells were incubated with the antibodies in FACS buffer at 4°C for 15 minutes. After incubation, cells were washed once and resuspended into FACS buffer. Sorting experiments were conducted on BD FACSAria (BD Biosciences, Franklin Lakes, NJ) with BD FACSDiva software (BD Biosciences, http://www.bdbiosciences.com/en-us/instruments/research-instruments/research-software/flow-cytometry-acquisition/facsdiva-software).

### Isolation and culture of mouse PSCs

Primary mouse PSCs were isolated using a previously reported gradient centrifugation method with a few modifications [24]. Briefly, pancreata were dissected from wild-type mice at the ages of 4 to 6 weeks. After all adipose tissues were carefully trimmed off, pancreata were cut into small pieces in cold HBSS buffer. Tissues from 2 mice were transferred into a 50 ml tube containing 10 ml HBSS buffer (0.05% pronase, 0.035% collagenase P, 0.1% DNAse, 10 mM HEPES, and 0.01 Trypsin inhibitor, Sigma-Aldrich). Tissues were incubated in a 37°C water bath for 10 minutes and then dissociated by pipetting up and down with a 10 ml tip 10 times. The tissues were incubated in a 37°C water bath for an additional 5 to 10 minutes and dispersed by pipetting gently up and down with a 10 ml pipette 10 times. The cell suspension was filtered through a 70 μm cell strainer. Cells were washed twice and suspended in 2 ml HBSS buffer containing 0.3% BSA. The amount of 4 ml 60% Optiprep was added to the cell suspension and mixed well in a 15 ml tube; 2 ml HBSS buffer was carefully added to the top of the Optiprep gradient. PSCs were separated by centrifugation at 1400*g* for 20 minutes. PSCs were suspended in DMEM:F-12 medium containing 10% FBS, 15 mM HEPES, 4 Mm glutamine, and antibiotics (penicillin 100 U/ml and streptomycin 100 μg/ml). Cells were seeded on a 10-well microscope slide (6,000 cells/well) and treated with CTGF and SPP1 for 3 days.

### Acini preparation and treatment

Immediately after euthanasia, pancreata were dissected out, rinsed in cold 1X Hank’s balanced salt solution, and cut into small pieces. The small tissue pieces were digested with collagenase P (200 μg/ml in 1X HBSS) for 20 minutes at 37 °C. Released cells were washed 3 times in cold 1X HBSS with 5% fetal bovine serum. Large clumps of connective tissues were removed by filtering with 100-μm nylon meshes. Cell suspensions were carefully layered on top of 30% fetal bovine serum for centrifuge (300*g*, 2 minutes at 4 °C) and then were resuspended in 3D culture media (RPMI, 0.5% fetal bovine serum, 0.1 mg/ml soybean trypsin inhibitor and antibiotics). Forty-eight-well tissue culture plates were coated with a 150 μl/well collagen layer (1 part 10X RPMI, 9 parts 3 mg/ml collagen, neutralized with 4.2% NaHCO_3_) and incubated for 1 hour at 37 °C. The acini suspension was mixed with collagen 1:1 and plated (0.3 ml/well). The cell–collagen mix was allowed to solidify for 1 hour at 37 °C before adding 0.5 ml 3D culture media with TGFα.

### RNA-seq and data analysis

Total RNA was isolated using RNA lysis binding buffer (Ambion, Austin, TX; Category number AM1560) at Days 1, 2, and 3, as well as control condition. RNA quality was assessed by Bioanalyzer, and poly A(+) RNA was isolated by oligo-dT purification and fragmented using divalent cations under elevated temperature. cDNA fragment libraries were synthesized following the TruSeq mRNA-seq Library Preparation protocol (Illumina). For a total of 16 samples, we obtained about 31.4 million sequence reads per sample, using Illumina HiSeq system at the Greehey Children’s Cancer Research Institute Genome Sequencing Facility, utilizing a 50 bp single-read sequencing protocol.

Short sequence reads were then aligned with TopHat [42] to mouse genome (UCSC mm^9^ https://genome.ucsc.edu/cgi-bin/hgGateway?db=mm9), allowing no more than 2 mismatches in the alignment. Expression abundance of each gene was evaluated with read count and RPKM. Differential gene expression was calculated using DESeq [43] to obtain fold-change, *P* value, and adjusted *P* value by Benjamini-Hochberg correction for multiple tests. DEGs were selected based on the following criteria: (1) fold-change > 2, (2) adjusted *P* < 0.05, and (3) RPKM > 1. Using the significance criterion and for comparison between Days 1, 2, and 3 to control, we obtained 40, 405, and 765 DEGs, respectively. To access the overall expression change across time, a heatmap was created using all DEGs from 3 comparisons. We also performed K-means algorithm (MATLAB, Mathworks) with all DEGs into 9 clusters and then merged up-regulated and down-regulated genes into 2 representative clusters (300 and 232 genes, respectively). Biological functional assessment of these DEGs was performed by using Database for Annotation, Visualization and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/), with the top 10 most enriched biological processes (BPs) provided in the figure.

### CTGF inhibition experiment

PL mice were injected once with neutralizing mAb FG-3019 (30 mg/kg, FibroGen) by i.p. administration. Twenty-four hours later, mice were subjected to 180 mg/kg of TAM once, and then continued to be treated with FG-3019 every other day. Human IgG (equal amount, Jackson ImmunoResearch) was used as the control. Mice were euthanized at Day 15 after TAM injection. Pancreatic tissue sections were stained with HE to quantify the severity of inflammation.

### Caerulein-induced acute and CP

Caerulein (American Peptide Company, 46-1-50) was used to induce both acute and CP mouse models. For AP, caerulein was administered through 8 i.p. injections (50 μg/kg) at hourly intervals per day for 2 days [44]. Pancreatic inflammation was assessed by HE staining on Days 1, 2, 3, 4, and 6 after induction of AP. For CP, mice were subjected to repetitive episodes of AP (50 μg/kg, 8 injections at hourly intervals) every other day for 4 weeks. Mice were euthanized 4 weeks after the initial caerulein injection.

### Statistical analysis

All data are expressed as mean ± standard error of the mean. GraphPad Prism 5 Software was used to analyze the data with ANOVA and Student *t* test.

### Transcript profiling

All RNA-seq files are available from GEO database (accession code: GSE111640).

## Supporting information

S1 Fig Acinar-specific Hippo pathway inactivation induced pancreatic inflammation-associated phenotypes in mice. (A) Mice breeding strategy and experimental design; (B) time course analysis for body weight changes of P and PL mice after 5 consecutive TAM injections (*n =* 5); (C) body weight and blood glucose levels in P and PL mice on Day 10 after final TAM injection; underlying numerical values can be found in S1 Data. (D) Time course HE analysis for pancreata of PL mice with 5 consecutive TAM injections.
(TIF) Click here for additional data file.

S2 Fig YAP and TAZ activations were regulated by Lats1/2 in adult acinar cells. (A) Scheme of the mouse *Lats1* and *Lats2* locus and the strategy of detecting *Lats1/2* deletions. Confirmation of the excisions of *Lats1* exon 4 (deletion: 230 bp) and *Lats2* exon 5 (deletion: 250 bp) in PL mouse by PCR. The primer sequences are indicated as P1, P2, and P3 for *Lats1* detection and P1’, P2’, and P3’ for *Lats2* detection; (B) *Lats1/2*-deletion–induced YAP1/TAZ translocation was detected by IHC staining in P, PL, PL1KO, and PL2KO mice (*n =* 6).
(TIF) Click here for additional data file.

S3 Fig Acinar-specific Lats1/2 depletions induced pancreatitis-associated histological alterations. (A) ADM was quantified by counting YFP and CK19 double-positive cell numbers. CD45 and αSMA were quantified by IHC profiler score (*n =* 5). *P < 0.05, **P < 0.01. Representative immunofluorescence staining with (B) anti-YFP (Green), anti-CK19 (Red), anti-Ki67 (White) antibodies and with (C) anti-YFP (Green), anti-CK19 (Red), anti-cleaved-caspase-3 (White) antibodies in P and PL pancreata. Nuclei stained with DAPI (Blue). Ki67 and cleaved-caspase-3 were quantified by relative fluorescence (*n =* 5); **P < 0.01. Underlying numerical values can be found in S1 Data.
(TIF) Click here for additional data file.

S4 Fig Generation of mice with *Lats1*, *Lats2*, *Yap1*, *Taz* quadruple deletions in pancreatic acinar cells. (A) Generation of PTY mice and the strategy for detecting *Yap1*/*Taz* deletion. HE staining was performed in P and PTY mice; (B) PLTY mice breeding strategy and experimental design; (C) quantification of western blot of LATS1, LATS2, YAP1, and TAZ in PL and PLTY mice. P mice served as the control group. Tubulin was used as the internal control (*n =* 6); **P < 0.01. Underlying numerical values can be found in S1 Data.
(TIF) Click here for additional data file.

S5 Fig Mosaic Lats1/2 deletion induced long-lasting pancreatic inflammation. (A) PL mice were injected once with 45 mg/kg, 90 mg/kg, or 180 mg/kg of TAM, respectively. Confirmation of the excisions of *Lats1* exon 4 and *Lats2* exon 5 by PCR at 45 mg/kg of TAM condition. *Lats1* deletion: 230 bp; *Lats2* deletion: 250 bp. (B) Anti-YFP antibody (Green) was used to stain *Lats1/2* null cells 2 days later. Nuclei stained with DAPI (Blue). (C) Three weeks later, mice among injection groups were euthanized, and pancreata were stained with HE, anti-CD45, anti-αSMA, and anti-CK19 antibodies (*n =* 4). (D) YFP+ and YFP− cells were sorted by flow cytometry from PL mice 8 days after one-time 45 mg/kg TAM injection. Excision of *LATS1* exon 4 and *LATS2* exon 5 in YFP+ cells was confirmed by PCR. (E) P and PL mice were consecutively injected with 5 doses (180 mg/kg) of TAM. Primary pancreatic acini were isolated 3 days after final injection and embedded into collagen for 3D culture (*n =* 3). Cells were treated with or without TGFα (100 ng/mL) for 5 days.
(TIF) Click here for additional data file.

S6 Fig Effect of Lats1/2 knockout on ADM, PSC activation, and immune cell infiltration. (A) Time course quantification of ADM, PSC activation, and immune cell infiltration in the pancreas of PL mice after a single-dose TAM injection (180 mg/kg) (*n =* 4). Underlying numerical values can be found in S1 Data. (B) PL mice were injected once with 180 mg/kg of TAM. ADM, PSC activation, and immune cell infiltration were detected by anti-CK19, anti-αSMA, and anti-CD45 antibodies on Day 10 and Day 20 after TAM injection.
(TIF) Click here for additional data file.

S7 Fig Examine the effects of Lats1/2 deletions on macrophage polarizations. (A) Time course analysis of immune cell infiltration in the pancreas of P and PL mice after 5 consecutive TAM injections. Immune cells were stained with anti-CD45 antibody (*n =* 3). (B) Gating strategy to sort macrophages for quantitative RT-PCR assay. Immune cells were stained with CD45 (P1: red). CD45^+^CD11b^+^F4/80^+^ macrophages were sorted (P2: blue).
(TIF) Click here for additional data file.

S8 Fig Lats1/2 deletions in pancreatic acinar cells induce CP-like phenotype rapidly and SPP1 is strongly associated with PSC activation. (A) HE staining of PL mice after TAM injection of 180 mg/kg/day for 5 consecutive days via i.p. *n =* 4. (B) αSMA, CK19, and CD45 IHC staining in consecutive sections at Day 2 and Day 3 after final injection. (C) The mRNA expression of Lats1, Lats2, Ctgf, Cyr61, and Spp1 were measured by qPCR in P and PL (D2) mice. **P < 0.01. Underlying numerical values can be found in S1 Data. (D) Small lesion was co-stained with αSMA (Red) and SPP1 (Green) in PL mice (180 mg/kg of TAM, Day 10) by immunofluorescence. Nuclei stained with DAPI (Blue).
(TIF) Click here for additional data file.

S9 Fig Examination of the effects of CTGF and SPP1 on PSC activation in vitro. (A) Representative immunofluorescent staining of GFAP in isolated mouse PSCs. (B) The small lesions were stained with anti-αSMA, anti-SPP1, anti-YAP1, and anti-TAZ antibodies in consecutive sections. (C) Immunofluorescent staining for SPP1 in P, PL, and PLTY pancreata 5 days after injection of 5 times of 180 mg/kg TAM. (D) mRNA levels of SPP1 in P, PL, and PLTY pancreata 5 days after injection of 5 times of 180 mg/kg TAM as determined by RT-PCR (*n =* 4). **P < 0.01. Underlying numerical values can be found in S1 Data.
(TIF) Click here for additional data file.

S10 Fig Depletion of CTGF with neutralization antibody to rescue Lats1/2 knockout-induced phenotypes. (A) Quantification of western blot of CTGF in PL and PLTY mice. Tubulin was used as the internal control (*n =* 6); **P < 0.01. (B) Effects of FG-3019 treatment on body weights of PL mice that received TAM injection. Mice injected with FG-huIgG antibody were used as the control (*n =* 5–6). Underlying numerical values can be found in S1 Data.
(TIF) Click here for additional data file.

S11 Fig Hippo pathway is dynamically regulated in pancreatitis models. (A) Quantification of western blot of LATS1, LATS2, P-YAP1, YAP1, and TAZ in untreated and AP mice. Untreated mice served as the control group. Tubulin was used as the internal control (*n =* 3); (B) immunochemistry staining to detect YAP1 expression on Day 1 after AP induction (*n =* 4); (C) quantification of western blot of LATS1, LATS2, YAP1, and TAZ in untreated and CP mice. Untreated mice served as the control group. Tubulin was used as the internal control (*n =* 3). **P < 0.01. Underlying numerical values can be found in S1 Data. (D) Schematic of the working model of the effect of the Hippo pathway in pancreatic acinar cells. Hippo pathway inactivation-induced YAP1/TAZ nuclear translocation activates the fibroinflammatory transcriptional program in adult acinar cells, leading to up-regulation of secretary factors such as CTGF and SPP1 in acinar cells. These factors activate surrounding PSCs and immune cells, which might provide feedback signals to promote acinar proliferation and ADM. Permanent Hippo pathway inactivation in acinar cells triggers persistent PSC activation, contributing to the development of pancreatic fibrosis.
(TIF) Click here for additional data file.

S1 Table Primer sequences used for genotyping. (DOCX) Click here for additional data file.

S2 Table List of antibodies used in the study. (DOCX) Click here for additional data file.

S3 Table Primer sequences used for real-time PCR in the study. 

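The table's primer pairs for *Lats1*, *Lats2*, *Ctgf*, *Spp1*, *Cxcl12*, *Cxcl16*, *Pdgfa*, *Tgfb1*, *Tgfb2*, and *Tgfb3* were matched to the transcripts of the NCBIM37 annotation. The remaining pairs of the table were not matched. Each amplicon is given as its length in the transcript. The *Lats1* pair lies in exons 6 and 7 of a *Lats1* transcript (chromosome 10, 7430378 to 7430713, amplicon 135 bp). The exon numbered 4 in that transcript spans 7421408 to 7422918 (1511 bp, 20.7% of the 7300 bp of exon sequence of the gene). Loss of reads from this exon alone would change the gene's count by a log2 fold change of -0.33. The *Lats2* pair lies within exon 5 of a *Lats2* transcript (chromosome 14, 58315788 to 58315857, amplicon 70 bp), which spans 58315753 to 58316335 (583 bp, 7.98% of 7303 bp). Loss of reads from exon 5 alone would change the count of *Lats2* by a log2 fold change of -0.12. A qPCR product inside exon 5 reads the presence of that exon, whereas an RNA-seq count reads all exons of the gene. The exon numbers that the paper gives for the floxed alleles were not checked against this annotation.

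The other matched pairs amplify 235 bp over exons 2 to 3 of *Ctgf*, 134 bp over exons 4 to 5 of *Spp1*, 146 bp over exons 1 to 3 of *Cxcl12*, 139 bp over exons 1 to 2 of *Cxcl16*, and 61 bp over exons 1 to 2 of *Pdgfa*. The pairs for *Tgfb1* (91 bp) and *Tgfb3* (111 bp) each lie within exon 1, and the pair for *Tgfb2* spans exons 3 to 4 (85 bp). A pair within a single exon also amplifies genomic DNA that remains in an RNA preparation, and a pair across exons gives a longer product from it.

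**Figure D7:**
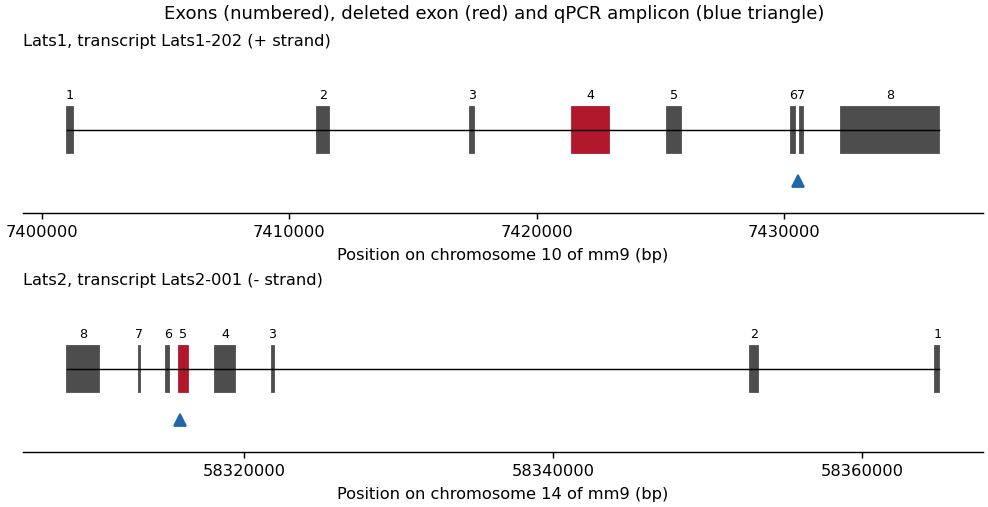
Exons of *Lats1* (chromosome 10) and *Lats2* (chromosome 14) drawn to scale along NCBIM37 (horizontal axis, bp), numbered, with exon 4 of *Lats1* and exon 5 of *Lats2* in red and the qPCR amplicon as a blue triangle. The amplicon of *Lats1* lies outside exon 4 and that of *Lats2* inside exon 5.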

(DOCX) Click here for additional data file.

S1 Data Numerical data used in Figs 2, 3, 5, 6, 7, S1, S3, S4, S6, S8, S9, S10, and S11. (XLSX) Click here for additional data file.

S1 Raw Images Raw images used in Figs 1, 2, 7, and 8. (PDF) Click here for additional data file.

## Abbreviations

αSMA: α-smooth muscle actin
ADM: acinar-to-ductal metaplasia
AP: acute pancreatitis
BP: biological process
BSA: bovine serum albumin
CD45: cluster of differentiation antigen 45
CK19: cytokeratin 19
CP: chronic pancreatitis
CTGF: connective tissue growth factor
DAVID: Database for Annotation, Visualization and Integrated Discovery
DEG: differentially expressed gene
ECM: extracellular matrix
EdU: 5-ethynyl-2'-deoxyuridine
GFAP: Glial fibrillary acidic protein
GO: gene ontology
HE: hematoxylin–eosin
HSC: hepatic stellate cell
IHC: immunohistochemistry
i.p.: intraperitoneal
Ihh: Indian hedgehog
Ki67: antigen identified by monoclonal antibody Ki 67
LATS1: large tumor suppressor 1
NR5A2: nuclear receptor subfamily 5, group A, member 2
P-YAP1: phospho-YAP1
PBS: phosphate-buffered saline
PFA: paraformaldehyde
PSC: pancreatic stellate cell
qPCR: quantitative PCR
RNA-seq: RNA sequencing
RPKM: read per kilobase of transcript per million reads mapped
RT: reverse transcription
SPP1: secreted phosphoprotein 1
TAM: tamoxifen
TAZ: transcriptional coactivator with PDZ binding motif
TGFβ: transforming growth factor, beta
Yap1: yes-associated protein 1
YFP: yellow fluorescent protein

# Supplementary material for: Activation of the intrinsic fibroinflammatory program in adult pancreatic acinar cells triggered by Hippo signaling disruption
**Source:** PLoS Biol. 2019 Sep 12;17(9):e3000418. doi: 10.1371/journal.pbio.3000418
**Supplement:** S1 Table

S1 Table. Primer sequences used for genotyping

| Lats1  (F1+R: WT-350bp; F2+R: KO-230bp) | Lats2  (F1+R: WT-300bp; F2+R: KO-250bp) |
| --- | --- |
| F1: TTGTTGCTGGTGTTGTTT CC | F1: GCGCATGCCTTTAATCCTAGC |
| F2: AGGATGTAGTGAAGGCGTGTAAC | F2: CTATCGCTAGGCTGTTCCCAC |
| R:  AGACCTCGTCGCACAGAATG | R: CTGAGCAACGACTCCAGGAAC |
|  |  |
| YAP1  (F1+R1: WT-457bp; F1+R2: KO-338bp) | TAZ  (F1+R1: WT-496bp; F1+R2: KO-704bp) |
| F1:ACATGTAGGTCTGCATGCCAGAGGAGG | F1: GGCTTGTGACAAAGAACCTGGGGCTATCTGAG |
| R1:AGGCTGAGACAGGAGGATCTCTGTGAG | R1: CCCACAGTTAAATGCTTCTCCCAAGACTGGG |
| R2:TGGTTGAGACAGCGTGCACTATGGAGC | R2: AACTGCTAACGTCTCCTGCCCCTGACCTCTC |

# Supplementary material for: Activation of the intrinsic fibroinflammatory program in adult pancreatic acinar cells triggered by Hippo signaling disruption
**Source:** PLoS Biol. 2019 Sep 12;17(9):e3000418. doi: 10.1371/journal.pbio.3000418
**Supplement:** S2 Table

S2 Table. List of antibodies used in this study

| **Primary Antibody** | **Catalog** | **Dilution** | **Company** | **Application** |
| --- | --- | --- | --- | --- |
| Lats1 (C66B5) | 3477 | 1:1000 | Cell signaling technology | WB |
| Last2 | A300-479A | 1:1000 | Bethyl Laboratories,INC. | WB |
| YAP1 | 13584-1-AP | 1:1000 | Proteintech^TM^ | WB |
| P-YAP1(Ser127) | 4911S | 1:1000 | Cell signaling technology | WB |
| TAZ | 23306-1-AP | 1:1000 | Proteintech^TM^ | WB |
| CTGF (l-20) | sc-14939 | 1:1000 | Santa Cruz Biotechnology | WB |
| γ-H2AX | 2577S | 1:1000 | Cell signaling technology | WB |
| GAPDH | sc-32233 | 1:200 | Santa Cruz Biotechnology | WB |
| Tubulin | 11224-1-AP | 1:1000 | Proteintech^TM^ | WB |
| YAP1(D8H1X) | 14074 | 1:200 | Cell signaling technology | IHC |
| TAZ | HPA007415-100UL | 1:600 | Sigma-Aldrich | IHC |
| F4/80 [CI:A3-1 clone] | Ab6640 | 1:100 | Abcam | IHC |
| SPP1 | AF808 | 1:200 | R&D | IHC, IF |
| CK19 | TROMA-III | 1:50 | DSHB | IHC, IF |
| CD45 (Clone 30-F11) | 70-0451 | 1:100 | Tonbo Biosciences | IHC, IF |
| α-SMA | 14-9760-80 | 1:3000 | eBioscience | IHC, IF |
| Anti-GFP | GFP-1020 | 1:500 | AVES LABS,INC. | IF |
| Amylase (C-20) | sc-12821 | 1:100 | Santa Cruz Biotechnology | IF |
| Collagen I | ab21286 | 1:100 | Abcam | IF |
| Ki67 | RM-9106-S | 1:100 | Thermo Scientific | IF |
| Activated Caspase 3 | G748A | 1:250 | Progema | IF |
| APC-CD45 | 103111 | 1:100 | Biolegend | FC |
| BV421-F4/80 | 123137 | 1:100 | Biolegend | FC |
| Percp/Cy5.5-CD11b | 101228 | 1:100 | Biolegend | FC |

# Supplementary material for: Activation of the intrinsic fibroinflammatory program in adult pancreatic acinar cells triggered by Hippo signaling disruption
**Source:** PLoS Biol. 2019 Sep 12;17(9):e3000418. doi: 10.1371/journal.pbio.3000418
**Supplement:** S3 Table

S3 Table. Primer sequences used for Real-time PCR in this study

| Gene name | Forward | Reverse |
| --- | --- | --- |
| Lats1 | GCGATGTCTAGCCCATTCTC | GGTTGTCCCACCAACATTTC |
| Lats2 | AGCCTGACAACATACTCATCG | AATCCAGTGCAGAGGCCAAA |
| YAP1 | TACTGATGCAGGTACTGCGG | TCAGGGATCTCAAAGGAGGAC |
| TAZ | GAAGGTGATGAATCAGCCTCTG | GTTCTGAGTCGGGTGGTTCTG |
| CTGF | GGCCTCTTCTGCGATTTCG | GCAGCTTGACCCTTCTCGG |
| SPP1 | AGCAAGAAACTCTTCCAAGCAA | GTGAGATTCGTCAGATTCATCCG |
| CXCL12 | TGCATCAGTGACGGTAAACCA | TTCTTCAGCCGTGCAACAATC |
| CXCL16 | CCTTGTCTCTTGCGTTCTTCC | TCCAAAGTACCCTGCGGTATC |
| TGF-β1 | CCACCTGCAAGACCATCGAC | CTGGCGAGCCTTAGTTTGGAC |
| TGF-β2 | CTTCGACGTGACAGACGCT | GCAGGGGCAGTGTAAACTTATT |
| TGF-β3 | GGACTTCGGCCACATCAAGAA | TAGGGGACGTGGGTCATCAC |
| PDGF | GAGGAAGCCGAGATACCCC | TGCTGTGGATCTGACTTCGAG |
| YM1 | TGGTGAAGGAAATGCGTAAA | GTCAATGATTCCTGCTCCTG |
| IL-10 | GCTGGACAACATACTGCTAACC | ATTTCCGATAAGGCTTGGCAA |
| CCL17 | TACCATGAGGTCACTTCAGATGC | GCACTCTCGGCCTACATTGG |
| TNF-α | CCAAAGGGATGAGAAGTTCC | CTCCACTTGGTGGTTTGCTA |
| SOCS1 | CTGCGGCTTCTATTGGGGAC | AAAAGGCAGTCGAAGGTCTCG |
| NOS2 | GTTCTCAGCCCAACAATACAAGA | GTGGACGGGTCGATGTCAC |
| GAPDH | AGGTCGGTGTGAACGGATTTG | GGGGTCGTTGATGGCAACA |

How the deposited data were processed for this re-analysis (not part of the article)

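The data are RNA-seq libraries from the pancreatic tails of 16 mice: 5 control P mice and 4, 3, and 4 PL mice at Days 1, 2, and 3 after TAM at 180 mg/kg/d for 5 days. Conditions and replicate numbers come from the sample labels, checked against the paper's text and Fig 6A. Where the labels and the paper differ (TAM treatment of the P mice, and the day in the description of Day 3 replicate 4), the mapping follows the paper and the titles.

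The authors isolated poly(A) RNA, prepared TruSeq libraries, sequenced them as single reads on an Illumina HiSeq system, aligned the reads to mm9 with TopHat, and deposited raw counts of reads per gene, 1 file per mouse, with no normalization and no pooling of replicates. Each file has 22609 gene symbols and 5 totals of reads not counted on a gene. The names of these totals are those that htseq-count writes, but the paper's text names neither the counter nor the annotation. Reads that aligned to more than 1 place were left out of the counts, so near-identical genes, such as those of the trypsin, chymotrypsin, elastase, and amylase families, are counted only where their sequences differ. The alignments not counted for this reason were 5.04 ± 0.421 per uniquely aligned read in P mice (SD, n = 5).

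Depth was taken as the reads counted on genes, from 8359953 to 15432279 per mouse with a median of 12673494. A gene with few counts, such as those with 0 counts in all P mice, has a fold change whose size depends on the small count that edgeR adds. The tests of differences between groups of mice use the spread between mice. The chi-square tests of replicate pairs use sampling noise, and the Fisher's exact tests near the floxed loci count genes.

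From the counts, edgeR 4.0.16 (R 4.3.3) computed TMM factors, removed genes with low counts (filterByExpr, leaving 12783 genes), and fitted the quasi-likelihood model (glmQLFit, glmQLFTest) to all 16 libraries with 1 mean per group, so that the groups share one estimate of spread. Each day was compared with the P mice, Day 2 with Day 1, and Day 3 with Day 2. Adjusted p values are Benjamini-Hochberg values over the tested genes, and standard errors of log2 fold changes come from the same fit. DEGs have an adjusted p under 0.05, a fold change over 2, and a mean RPKM over 1 in at least 1 of the 2 groups. The paper's methods give this RPKM threshold, and its results section gives 2, which was an alternative. The authors used DESeq, and DESeq2 1.42.0 was an alternative here. RPKM used the raw totals of counts on genes and the summed exon length of each gene in the NCBIM37 annotation. Of the 22609 symbols, 21627 matched the annotation directly and 50 through a synonym, 21677 in all (95.9%). Coordinates are from that annotation.

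K-means (scikit-learn 1.9.0, 9 clusters, 20 starts, seed 1) was run on z-scores of log2(CPM + 1). Scores of 16 lists of marker genes are the mean of log2(CPM + 1) with CPM from TMM library sizes, compared by exact two-sided permutation tests (scipy 1.17.1) with Benjamini-Hochberg adjustment over 48 tests. limma 3.58.1's rotation gene-set test (fry) on the same design was added after the scores had been seen, with adjustment over all its tests. It left out the B cell, T cell, and adipocyte lists, which had fewer than 2 genes past the filter on low counts. The lists were written from general knowledge, and GO annotation was not used here.

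The tests, the thresholds, the lists of marker genes, the rule for naming genes, and the alternatives below, except where stated, were set before the data were examined. The rule names every gene that the paper names for the RNA-seq or its qPCR, the deleted and effector genes, *Nr5a2*, *Ihh*, the genes of the stained markers CD45, αSMA, and CK19 (*Ptprc*, *Acta2*, *Krt19*), and for each day the 3 DEGs with the largest rise and the 3 with the largest fall for which every PL mouse of the day lies on the same side of every P mouse. The results of 1 gene that this rule names are not reported here, though the totals include it. The pairing used for the replicate block comes from the replicate numbers in the sample labels, which run from 1 to 5 in P mice, 1 to 4 at Days 1 and 3, and 1 to 3 at Day 2, so that P replicate 5 has no partner; the labels do not say that mice with the same number are related.

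Libraries were checked for identical or near-identical replicates with a chi-square test of each replicate pair, for sex with *Xist* and Y-linked genes, and for differences in depth, in the share of the most abundant genes, and in the share of reads on no gene. The edgeR and DESeq2 steps were tested on simulated counts with the means and library sizes of these libraries, in which 194 of 12549 tested genes had a true log2 fold change of size 2. At an adjusted p under 0.05, edgeR recovered 166, 159, and 166 of them at Days 1, 2, and 3 (85.6%, 82.0%, and 85.6%), with 8, 7, and 6 false calls. DESeq2 recovered 168, 170, and 174, with 21, 19, and 19 false calls. Apart from the changed genes, all simulated mice shared 1 mean profile, and the same genes changed alike on every day. The real libraries had TMM factors from 0.669 to 1.64, and 2969 genes had an adjusted p under 0.05 in edgeR's test at Day 3. The simulated rates therefore need not hold for them, nor for smaller changes.

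The alternatives were DESeq2's size factors in place of TMM, DESeq2's Wald test, no filter on low counts, leaving out the 50 genes with the most counts, sex as a covariate, the replicate number as a block, a fit of only the 2 groups compared, an RPKM over 2, a CPM over 1 or no expression threshold in place of the RPKM, no fold change threshold, leaving out each mouse in turn, a pseudocount of 0.1 in place of 1 for scores, and for K-means 6 clusters, another seed, a limit of 0.6, log2 ratios to the P mean, and DEGs from DESeq2. Counts thinned to the smallest library and offsets for GC content and gene length were added after the data had been seen. How often other splits of the mice give as many DEGs was counted with at most 100 splits per comparison. Figures were drawn with matplotlib 3.10.9.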

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

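In this part, the tests of sex for P replicate 5 and of single mice for the interferon-response score were chosen only after the results were seen, and so were the rotation gene-set tests between days and the trend on GC content and length.

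Single mice stood apart from the rest of their group, by Dixon's test at its 95% critical value, in 17 of 170 groups of 4 or 5 mice, and chance gives about 1 in 20, or 8.5. On the scale of log2(CPM + 1), Day 1 replicate 2 was low in *Lats2* (2.74, others 3.32 to 3.43) and *Bmp1* (1.62, others 3.18 to 3.38), Day 3 replicate 2 was high in *Mia1* (3.43, others 2.41 to 2.57), and P replicate 1 was low in *Cxcl14* (0.56, others 1.67 to 1.87) and high in *Retnla* (3.28, others 0.48 to 1.25). Day 1 replicate 4 was high in *Retnla* (2.24, others 0 to 0.09) and Day 3 replicate 1 in *Kng2* (4.11, others 2.86 to 3.03). The *Ihh* value of Day 3 replicate 3, 0.068, is a single read against 0 in the other Day 3 mice. In the scores, Day 3 replicate 3 was low in digestive enzymes (11.21, others 11.75 to 11.85), Day 3 replicate 2 was high in B cell genes (0.23, others 0.12 to 0.14), and Day 1 replicate 3 was high in adipocyte genes (1.33, others 0.56 to 0.64) and proliferation genes (2.50, others 0.58 to 0.87). Day 3 replicate 4 had the fewest counts on genes, 8359953. With all libraries thinned to the smallest, the numbers of DEGs were 63, 496, and 1006 at Days 1, 2, and 3, so the difference in depth did not carry them. The design gives no biological explanation for differences between mice of a group, and none was tested.

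P replicate 5 stood apart in 3 genes: *Timp1* (0.56, other P mice 0.16 to 0.26), *Ptprc* (2.66, others 2.21 to 2.31), and *Unc5a* (3.22, others 4.65 to 5.12). In all 3 it lay on the side of the Day 3 mice. Without it, 133 genes were DEGs at Day 1 in place of 66. On the autosomal genes called without it, its median position between the other P mice (0) and the Day 1 mice (1) was 0.611, while the other 4 P mice, each placed the same way, lay between -0.113 and 0.133. It is the only male. The shift was present on autosomal genes, so reads from the sex chromosomes alone are not its source. The test had been set up to count this against sex, but with 1 male, sex and mouse cannot be told apart, and the test was taken as undecided. Its *Lats1* value, 122 CPM, was within the range of the P mice, so it is not a PL mouse under a P label. The shift may come from its sex or from another difference of this mouse, and no test here separates these.

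Between days, *Ctgf* and *Timp1* rose from Day 2 to Day 3 by log2 fold changes of 2.64 and 3.12 (adjusted p = 0.038 and 0.028 from edgeR's test of the difference; higher in 4 of 4 Day 3 mice than in every Day 2 mouse). Without Day 2 replicate 1, and again without Day 2 replicate 2, no gene was a DEG between these days, so neither gene kept its call. From Day 1 to Day 2, *Igfbp2* rose by 7.25 (adjusted p = 0.035), and *Serpini2* and *Tmed11* changed by -3.08 and -3.36 (adjusted p = 0.035 and 0.016), with 3 of 3 Day 2 mice beyond every Day 1 mouse. In limma's rotation test between days, the median log2 fold change was -0.27 for acinar transcription factors (adjusted p = 0.013) and -0.68 for digestive enzymes (adjusted p = 0.037) from Day 1 to Day 2, and 0.36 for ductal genes (adjusted p = 0.0086), 2.46 for interferon-response genes (adjusted p = 0.011), and 0.63 for YAP1/TAZ targets (adjusted p = 0.0089) from Day 2 to Day 3. With the replicate number as a block, the number of DEGs between Day 1 and Day 2 fell from 8 to 0 (1337 genes at an unadjusted p under 0.05), so the single-gene changes between Day 1 and Day 2 rest on the fit without it. For digestive enzymes, reads shared between paralogs were tested at Day 3: genes outside the trypsin, chymotrypsin, elastase, and amylase families had a median log2 fold change of -1.05, so the fall is not limited to families with near-identical copies. *Serpini2* and *Tmed11* were lower at Day 2 than at Day 3 (75.8 and 347 CPM, and 7.87 and 20.2 CPM), but the change from Day 2 to Day 3 did not pass for either (adjusted p = 0.070 and 0.32).

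The interferon-response score was higher than in P mice by 0.90 at Day 1, 0.47 at Day 2, and 2.51 at Day 3, a difference between Day 3 and Day 2 of 2.04. Leaving out each Day 2 or Day 3 mouse in turn, it stayed between 1.81 and 2.26, so no single mouse carries it. With DESeq2's size factors, the Day 3 difference from P mice was 2.52. Batches of library preparation are not given in the labels and were not tested. A batch that coincides with the day cannot be told apart from a change with the day, and no biological explanation was tested.

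Signals outside the genes and reads that the paper discusses were these. The share of uniquely aligned reads on no annotated gene was 19.9% ± 2.27 in P mice (SD, n = 5), 26.5% at Day 2 and 29.2% at Day 3 (exact permutation tests, p = 0.0357 and 0.0159, the smallest that 3 and 4 mice against 5 allow; adjusted p = 0.0643 and 0.0571 over these exact tests; higher than every P mouse in 3 of 3 and 4 of 4 mice). The positions of these reads are not in the counts, and no explanation was tested. Among genes, those with the largest rise were *Clca1*, *Kng2*, and *Kcnj15* at Day 1 (log2 fold changes 5.15, 4.72, and 3.80), *Igfbp2*, *Sprr1a*, and *Llcfc1* (in the counts under an older RIKEN symbol) at Day 2 (7.25, 6.85, and 6.57), and *Igfbp2*, *Sprr1a*, and *Clca1* at Day 3 (9.52, 8.44, and 7.07), each above every P mouse in all mice of its day. Each kept an adjusted p under 0.05 under the alternatives in which it was tested, except *Llcfc1*, whose adjusted p was 0.051 with the replicate block and above 0.05 in 2 of the 8 fits without 1 mouse. *Igfbp2* at Day 2 was not tested with only the 2 groups compared, and none of these genes with thinned counts or with offsets for GC content and length. Without the 50 most abundant genes, the number of DEGs was 80, 605, and 1219 at Days 1, 2, and 3. In this fit the RPKM used only the remaining counts, which loosened its threshold, since the 50 genes held 81.3% of the counts in P mice. With all genes and no expression threshold, the number of DEGs was 89, 651, and 1300. The fit without the 50 genes therefore cannot tell whether a few abundant genes account for some of the DEGs. With offsets for GC content and length, the number of DEGs was 68, 514, and 1000, with 66, 475, and 940 of the reported DEGs among them. A smooth trend of the log2 fold changes on GC content and length held 0.202%, 0.830%, and 0.602% of their variance over genes, and 0.0721%, 0.0339%, and 0.111% with the offsets. Only a smooth trend on these 2 measures was tested. As a hypothesis, *Clca1* and *Kng2* may rise early after loss of *Lats1/2*. This was found and tested on the same data, and it cannot be told apart from a batch of library preparation, which the labels do not give. If the P mice were untreated, as their labels say, it cannot be told apart from an effect of TAM either.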

How the results depend on the processing

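The counts thinned to the smallest library and the offsets for GC content and length were chosen after the data had been seen; the other alternatives were not.

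The number of DEGs at Day 1 was 66 as reported, 115 with DESeq2's Wald test, 132 with sex as a covariate, 106 with the replicate number as a block, 43 with only the 2 groups compared, and 107 with no fold change threshold. It ran from 28 to 133 across the 9 fits that each left out 1 mouse, the highest without P replicate 5. At Day 2, it was 1356 with no fold change threshold in place of 523, and ran from 304 to 595 across the 8 fits without 1 mouse. At Day 3, it was 2653 with no fold change threshold in place of 1014, and the fits without 1 mouse and the other alternatives kept it within 1.5 times. With DESeq2's size factors, without the 50 most abundant genes, with counts thinned to the smallest library, or with offsets for GC content and length, the counts at Days 1, 2, and 3 stayed within 1.5 times those reported. The fit without the 50 genes had a looser RPKM threshold, because its RPKM used only the remaining counts. P replicate 5 is the only male and the only mouse numbered 5. The sex covariate and the replicate block therefore each give this mouse its own term, which in effect leaves it out. The sex covariate cannot adjust for sex apart from this mouse, and it is not independent of the fit without P replicate 5.

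The comparisons between days depended more on the processing. Between Day 1 and Day 2, 8 DEGs became 24 with DESeq2's Wald test, 30 with no filter, and 0 with the replicate block (1337 genes at an unadjusted p under 0.05), and from 0 to 47 in the 7 fits without 1 mouse. The 3 fits with 0 DEGs left out Day 1 replicate 4, Day 2 replicate 1, or Day 2 replicate 2 (1252, 816, and 886 genes at an unadjusted p under 0.05). Between Day 2 and Day 3, 43 DEGs became 121 with DESeq2's Wald test, 88 with no filter, 27 with the replicate block, and 122 with only the 2 groups compared, and from 0 to 81 in the 7 fits without 1 mouse. The 2 fits with 0 DEGs left out Day 2 replicate 1 or replicate 2 (754 and 879 genes at an unadjusted p under 0.05). The cause was not tested for any of these changes.

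For the named genes, 87 log2 fold changes were recomputed 1355 times: 1279 kept their direction and their side of an adjusted p of 0.05, 43 became weaker, 15 stronger, and 18 reversed. Leaving out 1 mouse gave 37 of the weaker, 7 of the stronger, and 14 of the reversed values. All 87 were the same with DESeq2's size factors and without the 50 most abundant genes, and DESeq2's Wald test changed 3, all to stronger. Reversals were limited to log2 fold changes that were not significant. That of *Lats2* at Day 3 was -0.028 with sex as a covariate and -0.036 with the replicate block, and ran from -0.10 to 0.14 without 1 mouse. That of *Tgfb2* at Day 2 was -0.16 with sex as a covariate and -0.14 with the replicate block, and ran from -0.17 to 0.28. At Day 1, leaving out 1 mouse gave ranges from -0.29 to 1.59 for *Ctgf*, -0.022 to 0.54 for *Spp1*, -0.22 to 0.43 for *Tgfb1*, -0.36 to 0.021 for *Tgfb3*, -0.12 to 1.41 for *Cxcl10*, and -0.10 to 0.013 for *Nr5a2*. The cause was not tested.

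Of 608 recomputed differences in score, 594 were the same and 14 reversed. No exact test of a score passed the adjusted threshold as reported (smallest adjusted p = 0.0693), and with this number of mice one could pass only if many scores had the smallest possible p, so staying on 1 side of it shows little stability. The adipocyte score at Day 1 was lower by -0.0010 with a pseudocount of 0.1. Without 1 mouse, the Day 1 differences ran from -0.13 to 0.16 for adipocyte, -0.15 to 0.41 for pan-immune, -0.0024 to 0.033 for B cell, -0.039 to 0.063 for T cell, and -0.25 to 0.54 for proliferation genes, and the Day 2 differences from -0.13 to 0.030 for endothelial, -0.0085 to 0.11 for contractile, and -0.83 to 0.021 for islet genes. The cause was not tested. Both K-means cluster sizes stayed within 1.5 times in all 5 settings tried for each.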

Differences from the paper's values

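No test in this part was chosen after the result was seen, and all alternatives named here were set before the data were examined. A gap is called closed where the value came within 1.5 times the paper's, even if much of the difference remained.

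There were 66 DEGs at Day 1, and the paper's number is 40. Of the 20 alternatives set before the data were examined, 7 closed the gap: 43 DEGs with only the 2 groups compared, 49 with an RPKM over 2, and 41, 34, 52, 28, and 50 without P replicate 2, P replicate 3, P replicate 4, Day 1 replicate 1, and Day 1 replicate 4. The other 13 did not. The RPKM over 2 is the threshold in the paper's results section, and the paper's methods give 1. The numbers of DEGs at Days 2 and 3 were within 1.5 times the paper's.

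The up-regulated K-means genes numbered 694, and the paper's number is 300. The down-regulated genes numbered 384, and the paper's number is 232. None of the 5 alternatives set before the data were examined closed either gap. They gave 767 and 383 genes with 6 clusters, 657 and 384 with another seed, 766 and 384 with a limit of 0.6, 766 and 384 with log2 ratios to the P mean, and 692 and 399 with DEGs from DESeq2.

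Uniquely aligned reads came to 16.4 M per sample (M, 1e+06), and the paper reports 31.4 M sequence reads per sample. The files count alignments, not all sequenced reads, and no alternative applied.

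The paper's qPCR gives fold changes over P mice (mean and SD, n = 3), set here beside the fold changes from the RNA-seq counts. The qPCR values of Fig 6C that this paragraph does not name were within 1.5 times those from the RNA-seq counts. *Ctgf* at Day 3 was 19.0-fold in RNA-seq, and the paper's qPCR value is 6.66 ± 0.463. None of the 16 alternatives set before the data were examined closed this gap. *Spp1* at Day 1 was 1.25-fold, and the paper's value is 2.13 ± 0.141. Of the 16 alternatives, only leaving out Day 1 replicate 2 closed the gap, with 1.46-fold. *Tgfb2* at Day 1 was 0.636-fold, and the paper's value is 0.976 ± 0.0874. Leaving out P replicate 1, P replicate 2, P replicate 4, or Day 1 replicate 3 closed the gap, with 0.654, 0.654, 0.691, and 0.703, and the other 12 alternatives did not. *Tgfb3* at Day 1 was 0.900-fold, and the paper's value is 1.49 ± 0.175. Of the 16, only leaving out Day 1 replicate 3 closed the gap, with 1.01-fold.

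The paper states that *Tgfβ* and *Ctgf* were significantly up-regulated at Day 2. Its qPCR on that day gave 3.24-fold for *Ctgf*, 1.88-fold for *Tgfb1*, and 1.79-fold for *Tgfb3*. The fold changes from the RNA-seq counts were 3.06, 1.49, and 2.04, each within 1.5 times the qPCR value. In edgeR's quasi-likelihood test, the log2 fold changes at Day 2 were 1.62 for *Ctgf* (adjusted p = 0.079; higher than every P mouse in 2 of 3 mice; adjusted p = 0.042 with no filter on low counts and 0.020 without P replicate 1) and 0.58 for *Tgfb1* (adjusted p = 0.41; 1 of 3 mice), while that of *Tgfb3* passed (1.03, adjusted p = 0.036; 3 of 3 mice).

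The paper states that qPCR rose step by step over the days for each gene but *Tgfβ2*. In the RNA-seq counts, *Tgfb3* was not higher at Day 1 (log2 fold change -0.15, adjusted p = 0.89 from edgeR), *Pdgfa* had log2 fold changes of 1.18 and 1.20 at Days 2 and 3, and *Tgfb2* had 0.68 at Day 3 (adjusted p = 0.14; higher than every P mouse in 4 of 4 mice).

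The paper states that *Spp1* rose the most of the genes measured by qPCR. In the RNA-seq counts at Day 3, *Ctgf* and *Cxcl16* rose more (log2 fold changes 4.25 and 2.58) than *Spp1* (2.34). At Day 2, their log2 fold changes were 1.62 and 2.19, beside 1.47 for *Spp1*, and at Day 1 that of *Spp1* was 0.32 (adjusted p = 0.65; higher than every P mouse in 2 of 4 mice). The paper's own qPCR values have *Spp1* highest of these 3 genes at Day 1 only (the paper's 2.13, against 1.38 for *Ctgf* and 1.91 for *Cxcl16*). At Day 2 the paper's values are 2.80 for *Spp1*, 3.24 for *Ctgf*, and 3.13 for *Cxcl16*. At Day 3 they are 5.44 for *Spp1*, 6.66 for *Ctgf*, and 4.01 for *Cxcl16*, which in qPCR thus lay below *Spp1*. Which gene rose more was not tested.

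The paper states that *Nr5a2* expression in acinar cells was unaffected. In the RNA of the whole pancreatic tail at Day 3, its log2 fold change was -0.65 (standard error 0.11, adjusted p = 3.5e-04 from edgeR; lower than every P mouse in 4 of 4 mice), short of the fold change threshold for DEGs. At Days 1 and 2, it was -0.05 and -0.22 (adjusted p = 0.91 and 0.27).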

Other observations

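In this part, the tests of genes near the floxed loci, of a general loss of acinar RNA, and of sex were chosen only after the results were seen, and so were the rotation gene-set tests.

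Of 100 splits drawn from the 126 of the 9 P and Day 1 mice, 4 gave 66 or more DEGs, the real split included. Of the 16 that part as many same-numbered pairs as the real one, 2 did. The largest number from another split was 111, with P replicates 1 to 4 against P replicate 5 and the Day 1 mice. That split follows P replicate 5, the only male, whose median position was 0.611 of the way to the Day 1 mice. P replicates 2, 3, and 4 with Day 1 replicate 2 against the rest gave 97 DEGs. P replicate 5 with Day 1 replicates 1, 3, and 4 against the rest also gave 97. Both place Day 1 replicate 2 with P mice. Its mean z-score of the up-regulated K-means genes, -0.673, lay within the range of the P mice (-1.157 to -0.666). At Day 2, 1 of the 56 splits and 1 of the 8 with as many pairs parted gave 523 or more, the largest other being 171. At Day 3, 1 of 100 splits (of 126) and 1 of 16 gave 1014 or more, the largest other being 724, with P replicates 2 to 5 against P replicate 1 and the Day 3 mice. Between Day 1 and Day 2, 2 of the 35 splits and 1 of the 8 gave 8 or more DEGs, the largest being 29, with Day 1 replicates 1, 2, and 4 against Day 1 replicate 3 and the Day 2 mice. That is the real split with 1 mouse moved, so it holds part of the difference between the days. By this count alone, the 8 DEGs are not set apart from other splits. Between Day 2 and Day 3, 1 of 35 and 1 of 8 gave 43 or more, the largest other being 22. Splits that part other numbers of pairs mix the groups differently, and with 8 or 16 splits the share cannot fall under 0.05 (smallest 0.125 and 0.0625). The median of the other splits was 0 DEGs in each comparison.

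The floxed alleles bring flanking DNA that may differ between PL and P mice. Among 201 tested genes within 10 Mb of *Lats1* or *Lats2*, 2, 8, and 16 were DEGs at Days 1, 2, and 3 (0.995%, 3.98%, and 7.96%), against 0.506%, 4.13%, and 8.01% of the other tested genes (one-sided Fisher's exact tests, p = 0.276, 0.592, and 0.548). The share near the loci was not higher at Days 2 and 3. At Day 1 it was higher, on 2 DEGs, too few to tell. Strain variants elsewhere in the genome were not tested.

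The rise of the pan-immune score at Day 3 was weighed against 3 technical sources. Lymphoid tissue taken with the tail would bring both B and T cells: the larger exact permutation p of the B cell and T cell scores was 0.175, for T cells (higher by 0.12; above every P mouse in 2 of 4 mice). The B cell score was above every P mouse in 4 of 4 mice (exact permutation test, p = 0.0159), so lymphoid tissue is not ruled out. Loss of acinar RNA would raise all other cells. The islet difference was -1.52 (exact permutation test, p = 0.0794), on a score with an SD of 1.42 among P mice, and the endothelial difference was -0.29 (exact permutation test, p = 0.0476; below every P mouse in 2 of 4 mice; adjusted p = 0.023 from limma's rotation test, median log2 fold change -0.53). The ductal score was higher by 0.99 (4 of 4 mice) and the fibroblast and stellate score by 0.81 (0 of 4 mice above every P mouse; exact permutation test, p = 0.222). The TMM factors remove a rise shared by most genes, so these scores cannot tell whether all other cells rose. A shared rise would move the sets alike, and the endothelial and ductal scores moved in opposite directions. Loss of acinar RNA alone does not account for the endothelial and ductal values together. Whether this loss adds to the rise of the pan-immune score was not tested. With each Day 3 mouse left out, the difference was at least 0.759, against 0.82 with all 4, so no single mouse carries it. Batches of library preparation are not in the labels, and the rise cannot be told apart from a batch that coincides with the day.

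*Nr5a2* fell by Day 3 with a log2 fold change of -0.65. The median of 31 other acinar genes (digestive enzymes and acinar transcription factors) was -1.08, so at Day 3 *Nr5a2* fell no more than these. The digestive enzyme genes had another time course: their median was -0.99 at Day 2, where *Nr5a2* had -0.22 (adjusted p = 0.27 from edgeR). From Day 2 to Day 3 the median was 0.0055, against -0.43 for *Nr5a2* (adjusted p = 0.17). The acinar transcription factors, *Nr5a2* among them, had a median of -0.83 at Day 2. From Day 2 to Day 3, theirs was -0.34 (adjusted p = 0.073 from limma's rotation test). Whether the fall of *Nr5a2* is part of a general loss of acinar RNA cannot be told. *Ihh* had 0 counts in 14 mice and 1 count each in Day 2 replicate 3 and Day 3 replicate 3, too few to test.

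*Lats1* RNA fell to a log2 fold change of -2.30 at Day 3, more than the -0.33 that loss of reads from exon 4 alone would give. The log2 fold change of *Lats2* at Day 3 was 0.03 (standard error 0.19), which does not separate no change from the -0.12 that loss of exon 5 alone would give. The counts are per gene, so the exons cannot be read separately, and no explanation was tested.

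The proliferation score was higher than in P mice by 0.19 at Day 1, 1.71 at Day 2, and 1.67 at Day 3 (exact permutation tests, p = 0.0714 and 0.0159 at Days 2 and 3; above every P mouse in 2 of 3 and 4 of 4 mice; adjusted p = 0.171 and 0.0693 over the 48 exact tests). limma's rotation test gave adjusted p = 0.030 and 0.023 for these genes (median log2 fold changes 2.14 and 2.20). Which cells this RNA comes from is not in the counts, and no explanation was tested.

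RNA of the markers that the paper stained changed as follows. *Ptprc* (CD45) had log2 fold changes of 0.54 at Day 2 and 1.19 at Day 3 (adjusted p = 0.38 and 0.014 from edgeR; above every P mouse in 2 of 3 and 4 of 4 mice). *Krt19* (CK19) had 0.87 and 2.45 (adjusted p = 0.14 and 5.3e-05; 3 of 3 and 4 of 4 mice), and 1.15 at Day 2 with the replicate number as a block (adjusted p = 0.020). *Acta2* (αSMA) had 0.88 and 1.29 (adjusted p = 0.31 and 0.062; 2 of 3 and 3 of 4 mice), and an adjusted p of 0.040 at Day 3 with DESeq2's Wald test. At Day 1, the log2 fold change of *Acta2* was 1.53 (adjusted p = 0.14 from edgeR), with every Day 1 mouse above every P mouse.

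Alignments to more than 1 place numbered 5.04 ± 0.421 per uniquely aligned read in P mice (SD, n = 5), 4.32 ± 0.286 at Day 1 (n = 4), 3.24 ± 0.354 at Day 2 (n = 3), and 3.39 ± 0.454 at Day 3 (n = 4; exact permutation test against P mice, p = 0.0159; lower in 4 of 4 mice). The score of islet genes was lower than in P mice by 0.92, 0.32, and 1.52 at Days 1, 2, and 3 (differences of -0.92, -0.32, and -1.52), with the Day 2 difference changing sign in 2 of the 8 fits without 1 mouse.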
